# The planarian wound epidermis gene *equinox* is required for blastema formation in regeneration

**DOI:** 10.1038/s41467-022-30412-6

**Published:** 2022-05-18

**Authors:** M. Lucila Scimone, Jennifer K. Cloutier, Chloe L. Maybrun, Peter W. Reddien

**Keywords:** Morphogen signalling, Regeneration, Regeneration

## Abstract

Regeneration often involves the formation of a blastema, an outgrowth or regenerative bud formed at the plane of injury where missing tissues are produced. The mechanisms that trigger blastema formation are therefore fundamental for regeneration. Here, we identify a gene, which we named *equinox*, that is expressed within hours of injury in the planarian wound epidermis. *equinox* encodes a predicted secreted protein that is conserved in many animal phyla. Following *equinox* inhibition, amputated planarians fail to maintain wound-induced gene expression and to subsequently undergo blastema outgrowth. Associated with these defects is an inability to reestablish lost positional information needed for missing tissue specification. Our findings link the planarian wound epidermis, through *equinox*, to regeneration of positional information and blastema formation, indicating a broad regulatory role of the wound epidermis in diverse regenerative contexts.

## Abstract (web summary)

Many regenerative animals form an outgrowth at wound sites called a blastema. Here the authors identify *equinox*, which is expressed in the planarian wound epidermis and essential to initiate positional information regeneration and blastema formation.

## Introduction

Most animals face the challenge of repairing tissues following injury. Whereas some animals can only heal minor wounds, others can regenerate entire appendages or major parts of body axes^1,2^. In many highly regenerative animals, regeneration involves cell proliferation near the wound and formation of a blastema—an outgrowth that forms at the wound site and where differentiation of many missing tissues takes place. How regeneration initiates through blastema formation is not fully understood. Regeneration in some vertebrates requires the formation of a wound epidermis (WE), a specialized epidermis that covers the amputation site soon after injury^3–7^. Following amputation, intact epithelial cells detach from the basement membrane and migrate to cover the wound surface^8^. Once the wound is covered, epithelial cells from the early wound epidermis proliferate to form a thick stratified epithelium, mobilization of progenitors occurs (involving tissue-resident stem cells and/or dedifferentiation), and the regeneration blastema forms^8,9^. This thick epidermis functions as a signaling center to allow blastema growth^10,11^. Disruption or surgical removal of the WE in salamanders results in regeneration failure^5,12^.

Planarian regeneration also involves the formation of a blastema, as well as changes in pre-existing tissues. Planarians are able to regenerate from a large array of injuries, including from tiny fragments of the body. This involves pluripotent stem cells called neoblasts, which reside in a mesenchymal compartment and generate all new planarian tissues^13^. Following amputation, the wound surface in planarians is covered by spreading and migrating epidermal cells^14–16^. This is followed by the formation of a blastema that is produced from proliferating neoblasts near the wound. However, whether wound epithelialization has a regulatory role in planarian regeneration by promoting blastema formation is unknown.

Here, we identify a gene, which we named *equinox*, that encodes a predicted secreted protein conserved in many metazoan clades. *equinox* is expressed in the planarian wound epidermis shortly after injury. Following *equinox* inhibition, animals were unable to regenerate. Inhibition of *equinox* affected maintenance of wound signaling and the associated resetting of positional information needed to specify the identity of missing tissues. Neoblasts also failed to display upregulation of proliferation at wounds. Importantly, the regeneration failure observed following *equinox* inhibition only occurred in injury contexts requiring blastema formation, where positional information regeneration and blastema outgrowth bring about regeneration. This work defines a role for the wound epidermis and *equinox* in initiating regeneration through blastema formation.

## Results and discussion

### *bmp4*, a DV-patterning factor, is required for regeneration

Planarian RNA interference (RNAi) studies have identified many genes required for regeneration, but most of these genes are also required for tissue turnover in uninjured animals, such as genes essential for neoblast biology. Neoblasts are constantly dividing to enable turnover of all tissues as part of natural homeostasis^13^; consequently, perturbation of neoblast biology leads to lack of animal viability. Few genes are known to be required for regeneration but not cell turnover, and such genes are good candidates to mediate regeneration-specific mechanisms. Bmp signaling has a prominent role in controlling patterning of the dorsal–ventral (DV) axis in many organisms, including planarians^17–19^ (Supplementary Fig. 1a). Prior work showed that inhibition of Bmp signaling in planarians (e.g., with *bmp4* or *smad1* RNAi) blocks regeneration of the medial–lateral (ML) axis (after sagittal or parasagittal amputation) without inhibiting tissue turnover^17,18^, however the reason for this defect is unknown. Using RNAi methods improved since these original studies (see the “Methods” section), we now found that *bmp4* RNAi animals also failed to form head or tail blastemas after transverse amputation even after prolonged periods of time (20 days post amputation, dpa, Fig. 1a). This indicated the existence of a general requirement for *Bmp* signaling in planarian blastema formation.

**Fig. 1:**
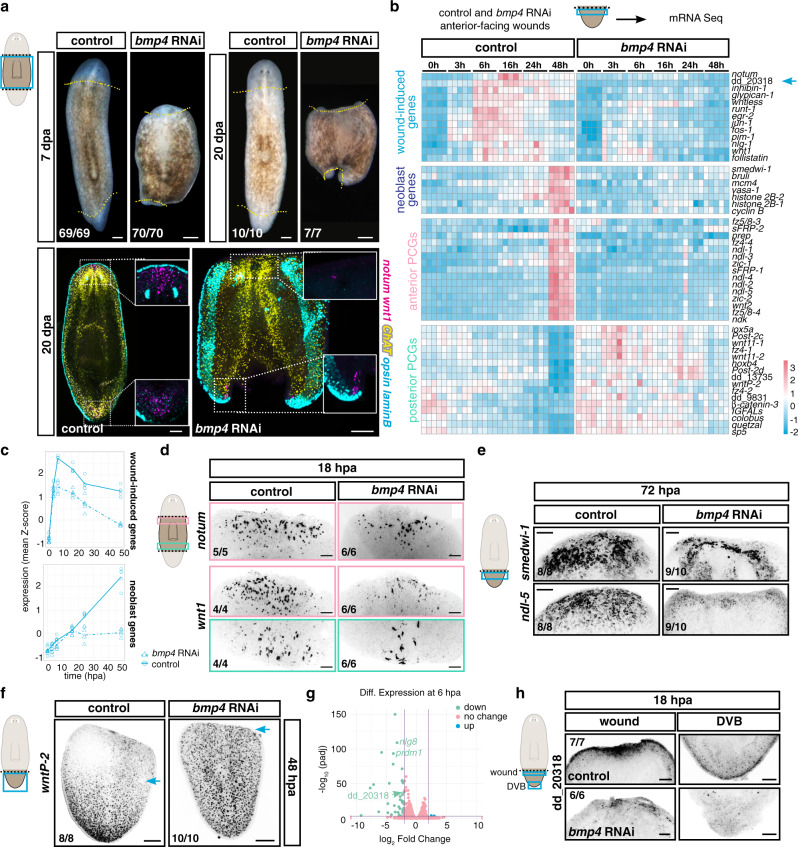
*bmp4* is required for regeneration initiation. **a** *bmp4* RNAi animals do not regenerate. *n* = 6 (left) and *n* = 2 (right and bottom) independent experiments. Dotted yellow line, amputation plane. **b** Heatmap shows expression of wound-induced genes, neoblast markers, anterior and posterior PCGs after *bmp4* RNAi. Some posterior-PCG labeled genes have not been connected to a signaling pathway but are regionally expressed in muscle. **c** Graphs show decreased expression of wound-induced genes and neoblast-specific genes in *bmp4* RNAi animals. **d** Reduced wound-induced gene expression, **e** reduced neoblast accumulation (*smedwi-1*) and expression of anterior markers (*ndl-5*) after *bmp4* RNAi. **f** Failed posterior PCG rescaling (*wntP-2*) in *bmp4* RNAi animals. Blue arrow, anterior expression edge of *wntP-2*. **g** Volcano plot shows dd_20318 expression is significantly lower in *bmp4* RNAi animals than in controls. **h** Reduced dd_20318 expression at 18 hpa in *bmp4* RNAi animals. Results shown in **d**–**f**, **h** are from two independent experiments. Colored boxes, area depicted in pictures. Scale bars, 100 μm.

The planarian body plan includes specialized cells and patterns of gene expression at the dorsal–ventral median plane at the animal margin (the lateral edge), sometimes referred to as the DV boundary (DVB). DVB-specific cells include specialized *laminB*^+^ epidermal cells, which is a proxy for an intact DVB. *laminB*^+^ epidermal cells did not regenerate in *bmp4* RNAi animals following transverse amputations (Fig. 1a and Supplementary Fig. 1b, c), similar to a defect previously observed for lateral regeneration following parasagittal amputation after Bmp-pathway inhibition^17,18^. Clusters of specialized muscle cells, with organizer-like activity influencing blastema pattern, found at the head and tail tips, are called anterior and posterior poles, respectively. Poles are specified from neoblasts and pole progenitors coalesce during regeneration at the DVB and at the pre-existing midline of the amputated fragment^20–23^. *bmp4* RNAi tail fragments frequently failed to regenerate an anterior pole (Supplementary Fig. 1c). However, this regeneration defect was incompletely penetrant, with an anterior pole forming in one third of the tail fragments (Supplementary Fig. 1c, d). Anterior poles formed more often at anterior-facing wounds of *bmp4* RNAi trunk fragments than at anterior-facing wounds of tail fragments (Supplementary Fig. 1d), but these wounds still lacked blastema outgrowth. Posterior poles formed frequently, even though no blastema was observed at *bmp4* RNAi posterior-facing wounds (Fig. 1a and Supplementary Fig. 1b, d). In cases where a pole formed in *bmp4* RNAi animals, it formed asymmetrically—instead of forming at the pre-existing midline, poles were shifted laterally and juxtaposed to the pre-existing lateral DVB (Fig. 1a and Supplementary Fig. 1b–d). The DVB has been associated with pole progenitor coalescence in prior work^20^. Small patches of new *laminB*^+^ cells occasionally formed when *bmp4* RNAi animals were able to partially regenerate (Supplementary Fig. 1b). In *bmp4* RNAi animals that did form an anterior pole (a minority of tail fragments, or most trunk fragments), brain tissue, eyes, and pharynges were sometimes formed despite animals lacking blastemas (Supplementary Fig. 1b, c). This was similar to a phenotype previously observed following inhibition of *smad4*, a gene encoding a co-Smad associated with multiple classes of Tgf-β signaling^17^. These results raise the possibility that Bmp signaling is required for most-to-all contexts of blastema formation, rather than just ML regeneration.

### *bmp4* is required for regeneration initiation

Regeneration in planarians involves several phases. Following wound closure by epidermal cells, there is an initial “wound response” (0.5–12 h post amputation, hpa) that occurs at essentially all injuries and involves wound-induced gene expression, an increase in neoblast proliferation, and elevated apoptosis near the wound^24–27^. At injuries that remove substantial tissue, additional events subsequently occur that collectively comprise the “missing tissue response” or MTR (~16–48 hpa). These events include persistent wound-induced gene expression, a second and sustained phase of neoblast proliferation and accumulation at wounds, and body-wide elevation in levels of apoptosis^24,26–30^. Concurrent with the MTR, adult planarian positional information—in the form of position control gene (PCG) expression domains—regenerates in amputated fragments^31–33^. PCGs are regionally expressed genes along body axes that are associated with planarian patterning. PCGs are mostly expressed in muscle cells^31,34^. Following amputation, missing PCG expression domains are activated near wounds and some remaining PCG expression domains in an amputated fragment recede from the wound^31–33^. After the initiation of these changes, new differentiated cell types emerge in the blastema (~36–72 hpa) during a growth phase. PCG expression changes are required for regeneration, blastema patterning, and for the re-scaling of preexisting tissues to accommodate the smaller amputated fragment size^13^.

We reasoned that some aspects of the early steps of regeneration might require *bmp4*. To assess this possibility, we performed bulk RNA sequencing of control and *bmp4* RNAi anterior-facing wounds from tail fragments at different time points following amputation (Supplementary Data 1). *bmp4* RNAi animals activated the early wound-induced gene expression response (3-6 hpa) but were unable to maintain such expression at later time points (Fig. 1b, c and Supplementary Fig. 2a). Fluorescence in situ hybridization (FISH) experiments in trunk fragments showed similar results with an independent method (Fig. 1d and Supplementary Fig. 2b). We also assessed levels of canonical neoblast transcripts, including for the *piwi* homolog gene *smedwi-1*, which increase at wounds because of elevated neoblast proliferation and accumulation as part of the MTR. No increase was observed at 48 hpa in *bmp4* RNAi animals, suggesting a lack of neoblast accumulation (Fig. 1b, c), and FISH experiments supported this conclusion (Fig. 1e). Finally, *bmp4* RNAi animals failed to regenerate positional information during head regeneration—tail fragments failed to activate anterior PCG expression and failed to downregulate posterior PCGs at wounds (Fig. 1b, e, f and Supplementary Fig. 2c). The formation of posterior poles, albeit with abnormal location, at posterior-facing wounds indicates posterior positional information regeneration was less affected than anterior positional information regeneration; however, blastema outgrowth was still inhibited at both anterior-facing and posterior-facing wounds. These data indicate that *bmp4* RNAi animals failed to reset positional information needed for anterior regeneration and lacked a clear MTR. Taken together, our results show a requirement for Bmp signaling in regeneration initiation and blastema formation.

Genes required specifically for regeneration—but not for the capacity to generate cells during tissue turnover—are rare, and include *myoD* and *follistatin*^35–38^. Regeneration-specific defects caused by inhibition of *myoD* and *follistatin* exhibit some similarity to the *bmp4* RNAi phenotype. Inhibition of each gene causes lack of a regenerative response: defects in maintenance of wound-induced gene expression, perturbed neoblast accumulation, and failed positional information regeneration. However, differences between these phenotypes are also apparent and help in understanding the mechanistic basis for regeneration initiation. *myoD* inhibition affects activation of the muscle wound response specific to longitudinal fibers, including the expression of the genes *notum* and *follistatin*, but does not affect activation of the wound response in other muscle or epidermal cells^35^. This resulted in a failure to regenerate PCG expression domains, suggesting that resetting positional information is required for regeneration. *follistatin* is required for the MTR, but is not required for the initial activation of most wound-induced genes^36,38^. At many wound types, *follistatin* RNAi animals show only slow and delayed blastema formation, with missing tissues eventually fully returning in a blastema by 20 dpa^38^. By contrast, *follistatin* is required for head regeneration at many amputation planes (except at planes in the very anterior of the animal)^36–38^. This head-regeneration defect is explained by abnormal *wnt1* expression levels at wounds of *follistatin* RNAi animals: *follistatin* RNAi causes *wnt1* to be overexpressed at wounds and the high level of *wnt1* causes a failure in PCG re-setting at anterior-facing wounds, blocking regeneration. When *follistatin* and *wnt1* are simultaneously inhibited, head regeneration proceeds, but slowly and without elevation of neoblast proliferation at wounds^38^. These prior findings indicate that blocking the MTR (and the associated elevation in neoblast proliferation) alone does not inhibit regeneration. These results indicate that PCG expression domain regeneration, but not elevation of neoblast proliferation at wounds, is required for regeneration. *bmp4* RNAi animals did not form blastemas even by 20 dpa (Fig. 1a), and failure in blastema growth occurred at different sites across the AP axis (Supplementary Fig. 3a). We suggest that defects in PCG regeneration in *bmp4* RNAi animals partially explain the requirement for *bmp4* in regeneration; however, blastema formation also failed in the cases where some PCG re-setting still occurred and new tissues formed in the context of preexisting tissue in these animals. Furthermore, why would a DV axis-patterning pathway be required for regeneration of PCGs on the AP axis? We considered the possibility that the regeneration-specific defect in *bmp4* RNAi animals might involve a previously uncharacterized process associated with regeneration initiation.

### *bmp4* expression is required for activation of *equinox*

Whereas *bmp4* was required for the maintenance of wound-induced expression for many genes, the gene dd_20318 stood out as being dependent on *bmp4* for its initial activation at wounds, rather than just for maintenance of its expression (Fig. 1b). Furthermore, although dd_20318 showed significantly lower expression in *bmp4* RNAi animals at 6 hpa, it was unaffected in *myoD* or *follistatin* RNAi animals at a similar timepoint (Fig. 1g and Supplementary Fig. 3b). This raised the possibility that activation of dd_20318 at wounds is a component of the unique requirement for *bmp4* in regeneration. FISH experiments confirmed that dd_20318 activation at wounds was reduced in *bmp4* RNAi animals at 6 and 18 hpa (Fig. 1h and Supplementary Fig. 3c, d).

dd_20318 encodes a predicted secreted protein with two thrombospondin 1 domains (TSP1) and several EGF and EGF-like domains in the C-terminal portion of the protein (Fig. 2a). TSP1 domains were first identified in thrombospondins, a conserved family of extracellular glycoproteins involved in wound healing, angiogenesis, and connective tissue organization, all of which require cell–cell and cell–extracellular matrix interactions^39^. TSP1 domains are also found in non-thrombospondin proteins. Thrombospondins, which appear to have been lost in planarians and nematodes, include other domains (e.g., TSP3, TSPC) not present in the predicted dd_20318 protein. Proteins with similarity to dd_20318 protein sequence and domain structure are found in several phyla spanning much of the Bilateria (from cnidarians to cephalochordates), but are absent in vertebrates (Fig. 2a and Supplementary Fig. 4, Supplementary Data 2), suggesting that these proteins define a conserved family. A different protein called von Willebrand factor D and EGF-domains (VWDE), also shows similarity to the dd_20318 protein. This similarity was primarily observed in the EGF repeats, and VWDE proteins have differences in the remainder of their domain architecture with dd_20318 (Fig. 2a, Supplementary Fig. 4 and Supplementary Data 2). Specifically, VWDE proteins have a von Willebrand domain and lack TSP1 domains. Of note, *vwde* is expressed in regenerative blastemas in vertebrates and has a role in blastema growth in these animals^40^. It is possible that dd_20318 and VWDE protein classes have some functional similarities, but this will require further investigation to assess. We named the dd_20318 gene *equinox* for its expression and role in planarian regeneration (see below).

**Fig. 2:**
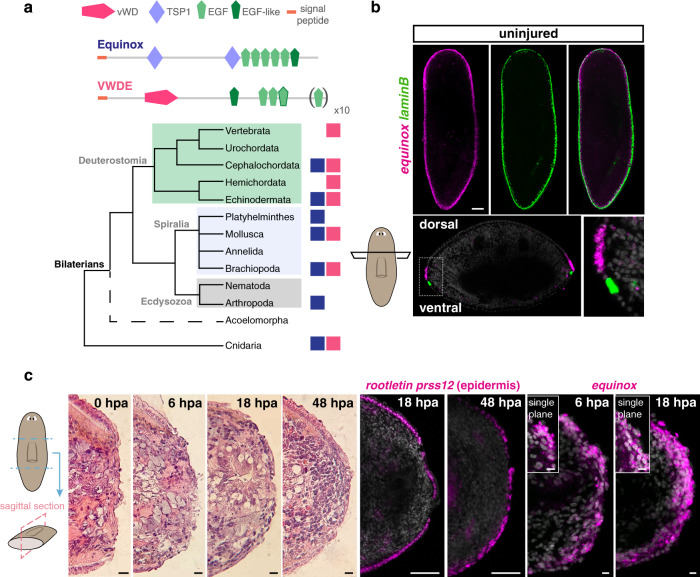
*equinox* is wound-induced in planarians. **a** Domain structure and evolutionary conservation of Equinox and VWDE. Presence of an Equinox-like protein (blue squares) and VWDE (pink squares). **b** *equinox* is expressed dorsal to *laminB*^*+*^ DVB epidermal cells in uninjured animals. *n* = 3 independent experiments. **c** H&E staining of sagittal sections shows epidermal wound covering of transverse wounds (left, *n* = 1 experiment). Mature epidermis (*prss12*^*+*^*, rootletin*^*+*^) is observed by 18 hpa at the wound (middle). Wound-induced *equinox* expression following amputation is observed at the outer layer (right). *n* = 3 independent experiments.

### *equinox* is expressed in the wound epidermis

*equinox* was expressed in uninjured animals in the epidermis near the DVB (Fig. 2b). Cross sections showed that *equinox* was expressed dorsal to *laminB*^+^ epidermal DVB cells (Fig. 2b). We performed hematoxylin and eosin stainings as well as FISH in sagittal sections to further understand epidermal behavior and *equinox* expression during regeneration. Spreading of epidermal cells that partially covered the wound was observed by 6 hpa and became more apparent at 18 hpa (Fig. 2c), in agreement with previous TEM studies of planarian wound dynamics involving epidermis^14,15^. *equinox* expression covered the amputation plane by 6 hpa. At 18 hpa, a thicker layer of *equinox*^+^ cells was observed (Fig. 2c). To determine the cell-type specificity of *equinox* expression in regeneration, we first performed single-cell RNA sequencing (scRNA-seq) of anterior-facing wounds from tail fragments at 0, 6, and 16 hpa (Supplementary Fig. 5). *equinox* expression was enriched in epidermal cells but was also expressed in some *smedwi-1*^+^ cells (Fig. 3a). 

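The droplet-based scRNA-seq comprised 5 libraries of X-insensitive cells, a gate by DNA content that leaves out the dividing cells removed by irradiation. There was 1 library each for 0 hpa, for anterior-facing wounds at 6 hpa and for posterior-facing wounds at 16 hpa, and 2 libraries for anterior-facing wounds at 16 hpa. Replicate 1 of the latter came from animals without RNAi, and replicate 2 from animals fed control dsRNA 4 times. The labels give 18 hpa for the 3 libraries that the paper gives as 16 hpa, and the paper's time is used here. Cells of the 6 hpa library were sorted with calcein and those of the other libraries with propidium iodide, so that this time point and its sort cannot be told apart. The authors mapped the reads to Smed_v6 transcripts placed on the Smes_g4 genome and counted unique molecular identifiers (UMIs) per contig and barcode in the Cell Ranger pipeline. They deposited these counts for each barcode, before any selection of cells. The libraries held 31290865 UMIs at 0 hpa, 21746895 at 6 hpa, 37981205 and 34266407 at 16 hpa anterior-facing wounds (replicates 1 and 2) and 36663797 at the 16 hpa posterior-facing wound. Here, a barcode was taken as a cell when it reached 10% of the 99th percentile of UMIs over the 10000 highest barcodes and had 200 to 2500 genes, the limits on genes being those of the paper. This kept 5102 cells at 0 hpa, 3681 at 6 hpa, 3560 and 6827 at 16 hpa anterior-facing wounds and 4462 at the posterior-facing wound. Cells were grouped into 29 clusters with the paper's 11 dimensions and resolution of 1, leaving *equinox* and *bmp4* out of the contigs used. A cluster was called epidermal-lineage-like, for example, when at least 3 marker contigs from a list fixed before the data were examined were at least 2-fold above the median cluster within library. This naming rule was the last of 3 that were tried, with the *equinox* level of each cluster in view, and the effect of the choice is given with the values. Since cells of a library are not replicates, UMIs were summed per library and class, and the sums were tested across libraries with the library as a block.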

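*equinox* (dd_Smed_v6_20318_0) was detected in 460 of 9591 epidermal-lineage-like cells, which had a median of 4592 UMIs. The share of these cells with an *equinox* UMI was 4.50% ± 2.72 (SD, n = 5 libraries). In intestine-like cells, taken as the background at a median of 4449 UMIs, it was 0.0886% (2 of 2257 cells). *equinox* reached 2.86 UMIs per 1000000 UMIs (CPM) in epidermal-lineage-like cells at 0 hpa, 15.0 at 6 hpa, 17.1 and 23.8 at 16 hpa anterior-facing wounds (replicates 1 and 2) and 9.77 at the 16 hpa posterior-facing wound. All other cells of the same libraries had 1.5, 4.48, 2.42, 4.71 and 2.44 CPM, in the same order. Epidermal-lineage-like cells had a log2 fold change of 2.19 against all other cells (standard error 0.28, adjusted p = 0.00038 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 16300 contigs). The difference was positive in 5 of 5 libraries (two-sided exact sign-flip test, p = 0.0625, the smallest p that 5 libraries allow). Of the alternatives set before the data were examined, the restriction to cells under 10% mitochondrial UMIs moved the log2 fold change most, to 1.35. The value depended more on how clusters were named. Cluster 6, with 1266 cells of which 13.3% had an *equinox* UMI, was epidermal-lineage-like under the rule used, neoblast-like under the rule tried second and unnamed under the rule tried first. With the rule tried second, the log2 fold change was 0.72 (adjusted p = 0.043 from edgeR's test), and with the rule tried first it was 0.46 (adjusted p = 0.064 from edgeR's test). Neoblast-like cells were tested against cells that were neither epidermal-lineage-like nor neoblast-like. Among 1863 neoblast-like cells 60 had an *equinox* UMI, a share of 3.55% ± 2.24 (SD, n = 5 libraries) per library. Of these cells, 851 came from the 6 hpa library, 812 of them in cluster 11. This cluster of 837 cells was intestine-like under the rule tried second. As the gate left out the dividing cells removed by irradiation, the values do not cover those. Neoblast-like cells had a log2 fold change of 2.38 (standard error 0.34, adjusted p = 0.00016 from edgeR's test over 12793 contigs), again positive in 5 of 5 libraries. Under the naming rule tried first it was 0.26 (adjusted p = 0.49 from edgeR's test), and under the rule tried second 3.55 (adjusted p = 5.8e-08 from edgeR's test).

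**Figure D1:**
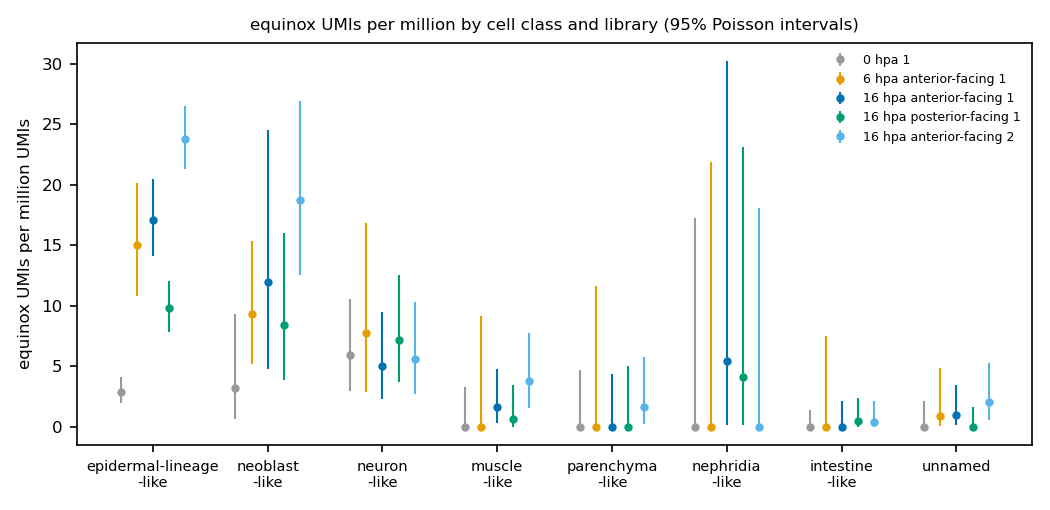
*equinox* CPM (vertical axis) in each cell class (horizontal axis) and library (colours), with 95% exact Poisson intervals that cover counting error only. Epidermal-lineage-like cells lie between 2.86 and 23.8 CPM, and intestine-like cells at or under 0.433.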

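The time points were compared without a test, because 0 hpa and 6 hpa had a single library each. Intervals are exact 95% Poisson intervals, which cover counting error only. Over all cells, *equinox* reached 2.22 CPM at 0 hpa (1.61 to 2.98) and 8.35 at 6 hpa (6.44 to 10.6). At 16 hpa anterior-facing wounds it reached 8.61 (7.23 to 10.2) in replicate 1 and 15.2 (13.7 to 16.8) in replicate 2. The 0 hpa interval lay below those of the other libraries, whereas the intervals of 6 hpa and of replicate 1 at 16 hpa overlapped.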

Although *smedwi-1* is a neoblast marker, *smedwi-1* transcripts can be residually detected in post-mitotic progenitors^41–43^. A small fraction of *equinox*-expressing cells was also observed in neurons (Fig. 3a). 

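Among neuron-like cells, 43 of 3357 had an *equinox* UMI, at a median depth of 2161 UMIs. The share was 1.29% ± 0.142 (SD, n = 5 libraries), with a range from 1.16 to 1.53%. These cells held 48 *equinox* UMIs, or 6.08 CPM with an exact 95% Poisson interval of 4.49 to 8.07. Cells that were not epidermal-lineage-like, neoblast-like or neuron-like held 24 *equinox* UMIs, or 0.779 CPM. Between these groups, the log2 fold change was 2.84 (standard error 0.61, adjusted p = 0.0033 from edgeR's quasi-likelihood test over 13306 contigs), positive in 5 of 5 libraries. This call was not kept under 4 alternatives. The log2 fold change was 1.95 (adjusted p = 0.076 from edgeR's test) at 0.5 times the clustering resolution, 1.91 (adjusted p = 0.15 from edgeR's test) with the posterior-facing library left out before clustering and 0.86 (adjusted p = 0.083 from edgeR's test) with no upper limit on genes. Clusters 17 and 24 had most of the ciliated markers raised as well. When ciliated markers could name a class, an alternative chosen after the values were seen, these clusters left the neuron-like class and the log2 fold change was 1.07 (adjusted p = 0.035 from edgeR's test). With the naming rule tried first, the log2 fold change was -0.24 (adjusted p = 0.75 from edgeR's test). Of the 5 neuron-like clusters, cluster 17 was led by a marker of another class, and the class was therefore not compared between time points.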

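*equinox* and *bmp4* (dd_Smed_v6_17402_0) were counted in the same 23632 cells. A *bmp4* UMI was found in 113 cells, of which 104 (92.0%) were muscle-like and 0 of 9591 were epidermal-lineage-like, which allows a share of up to 0.0385% (upper exact 95% binomial limit). An *equinox* UMI was found in 586 cells, of which 78.5% were epidermal-lineage-like and 1.71% muscle-like. A single cell held both transcripts, where 0.789 cells would be expected if detection of each gene were independent within every library and class. Within muscle-like cells, 10 cells had an *equinox* UMI and 0.555 cells with both would be expected. A negative association was therefore not detectable, and a positive one only if strong.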

Because *bmp4* is expressed in muscle cells and *equinox* is expressed in epidermis, no expression correlation between these two genes was observed (Supplementary Fig. 5).

**Fig. 3:**
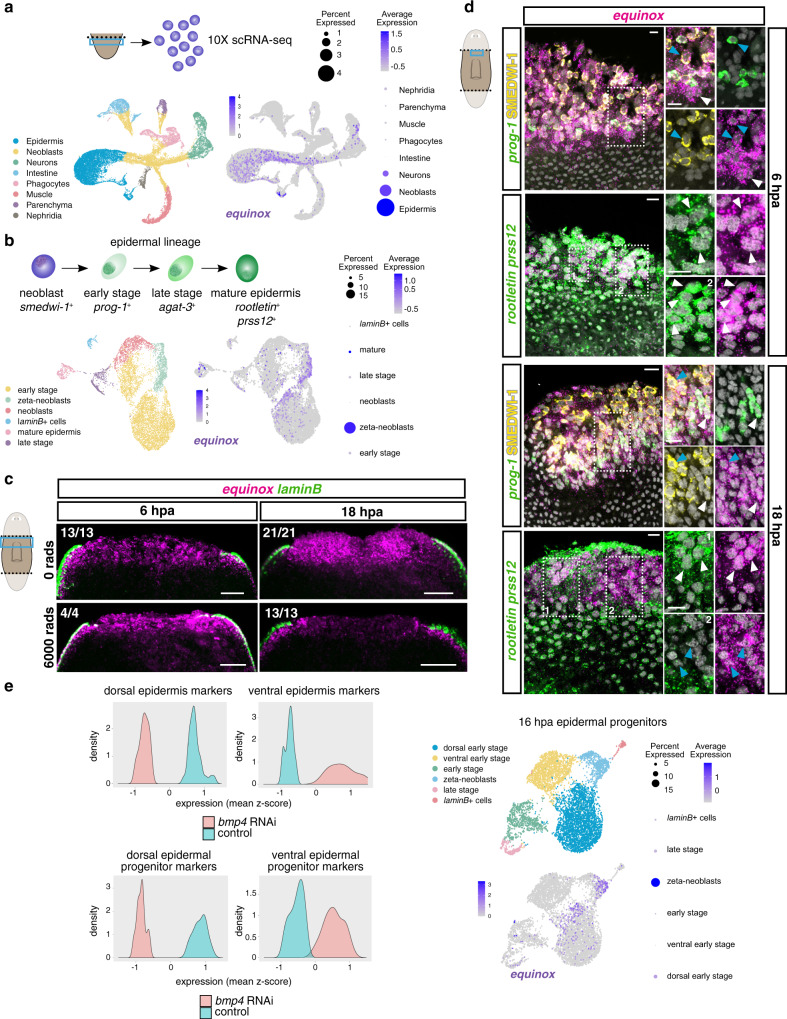
*equinox* is expressed in the planarian wound epidermis. **a** Schematic of the 10X scRNA-seq experiment, UMAP and dot plots show *equinox* expression in the epidermis and in neoblast/neoblast progeny. **b** UMAP and dot plots show *equinox* expression throughout the epidermal lineage. **c** *equinox* wound-induced expression is mostly neoblast independent at 6 but not at 18 hpa. **d** Dorsal view of wound sites show *equinox* expression mostly in mature epidermis at 6 hpa and in epidermal progenitors at 18 hpa. Blue arrows, epidermal progenitors. White arrows, mature epidermis. **e** Histograms show downregulation of dorsal epidermis markers and dorsal epidermal progenitor markers after *bmp4* RNAi. UMAP and dot plots show *equinox* expression is enriched in dorsal epidermal progenitors at 16 hpa. Colored box, area depicted in pictures. Data shown in (**c**, **d**) are representative of four independent experiments. Scale bars, 100 μm (**c**) and 10 μm (**d**).

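Neoblast-like clusters were named with contig dd_Smed_v6_659_0 among their markers. Contig names are not paired with genes in the data, so it was left open whether this contig is *smedwi-1*. Contig dd_Smed_v6_659_0 was detected in 43.3% of the 586 cells with an *equinox* UMI (exact 95% binomial interval 39.3 to 47.5), and in 32.0% of the other cells. Their median depths were 4386 and 3600 UMIs. Within epidermal-lineage-like cells the shares were 37.8% (33.4 to 42.4) and 15.3% (14.6 to 16.1), at medians of 4581 and 4592 UMIs. Within neoblast-like cells they were 86.7% (75.4 to 94.1) and 75.4% (73.4 to 77.4), with overlapping intervals. Cluster 6 had 5 epidermal and 2 neoblast markers at least 2-fold above the median cluster. When the epidermal-lineage-like cells were clustered alone, 73.9% of cluster 6 fell into sub-cluster 4, in which contig dd_Smed_v6_659_0 reached 692 CPM.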

Because *equinox* expression was observed in the epidermis and in *smedwi-1*^+^ cells in the scRNA-seq data, we asked whether these *smedwi-1*^+^ cells were epidermal progenitors. The planarian epidermal lineage is well characterized, with markers for different maturation stages known^44–47^. *equinox* was expressed throughout the entire epidermal lineage in regeneration, from zeta-neoblasts to early post-mitotic progenitors (*prog-1*^+^) to fully differentiated epidermal cells (*prss12*^+^, *rootletin*^*+*^) (Fig. 3b, Supplementary Fig. 6). 

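Clustering the 9591 epidermal-lineage-like cells with the paper's 14 dimensions and resolution of 0.5 gave 10 sub-clusters of at least 100 cells. Stages were not named. The sub-clusters are described by number and by their contigs, and early and late are labels of contigs. Cells with an *equinox* UMI were found in each of the 10 sub-clusters, whereas with no rule on UMIs 1 of 11 sub-clusters had 0 of 429 cells (upper exact binomial limit 0.856%). Over all libraries together, the share was highest in sub-cluster 4 (15.8%, 165 of 1045 cells, exact 95% binomial interval 13.6 to 18.1). Contig dd_Smed_v6_659_0 was raised in this sub-cluster but was highest in sub-cluster 10, at 2070 CPM, where the *equinox* share was 3.10% (4 of 129 cells, interval 0.851 to 7.75). The pooled share was lowest in sub-cluster 1 (0.812%, 18 of 2217 cells, interval 0.482 to 1.28), which was high in contig dd_Smed_v6_332_0 at 10034 CPM. Within libraries, neither rank held throughout among sub-clusters with at least 20 cells in the library. At 6 hpa, sub-clusters 1 and 4 had 5 cells each, so that neither rank could be checked there. At 0 hpa, sub-clusters 9 and 10 (1 of 29 and 1 of 25 cells) lay above sub-cluster 4 (5 of 151). At the posterior-facing wound, sub-clusters 6, 9 and 10 (1 of 114, 0 of 24 and 0 of 50 cells) lay below sub-cluster 1 (4 of 432), as did sub-cluster 9 (0 of 22) below sub-cluster 1 (2 of 251) in anterior-facing replicate 1. Sub-clusters 2 and 3, also high in the early contigs dd_Smed_v6_332_0 and dd_Smed_v6_61_0, had shares of 5.35% and 4.60%. Sub-cluster 8, with the late contig dd_Smed_v6_920_0 at 4400 CPM, had a share of 5.04% (2.78 to 8.31). Sub-cluster 7, with the ciliated contig dd_Smed_v6_6573_0 at 635 CPM, had a share of 2.8% (1.35 to 5.09) at a median of only 1660 UMIs. Per UMI and over all libraries together, it was second to sub-cluster 4. *equinox* was at 30.8 CPM (exact 95% Poisson interval 19.1 to 47.1) against 57.1 (50.2 to 64.8). No library had at least 20 cells of both sub-clusters, so that this rank could not be checked within a library. Sub-cluster 7 and sub-cluster 5 came mostly from the 6 hpa library (307 of 357 and 750 of 765 cells). After thinning every cell to 500 UMIs, *equinox* was still detected in sub-clusters 1 to 8, with the second highest share in sub-cluster 7 (1.12%, 4 of 357 cells). It was not detected in sub-clusters 9 and 10, where 0 of 143 and 0 of 129 cells allow upper exact binomial limits of 2.55% and 2.82%. A threshold of at least 2 *equinox* UMIs gave 5.36% in sub-cluster 4 and 0 of 2217 cells in sub-cluster 1.

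**Figure D2:**
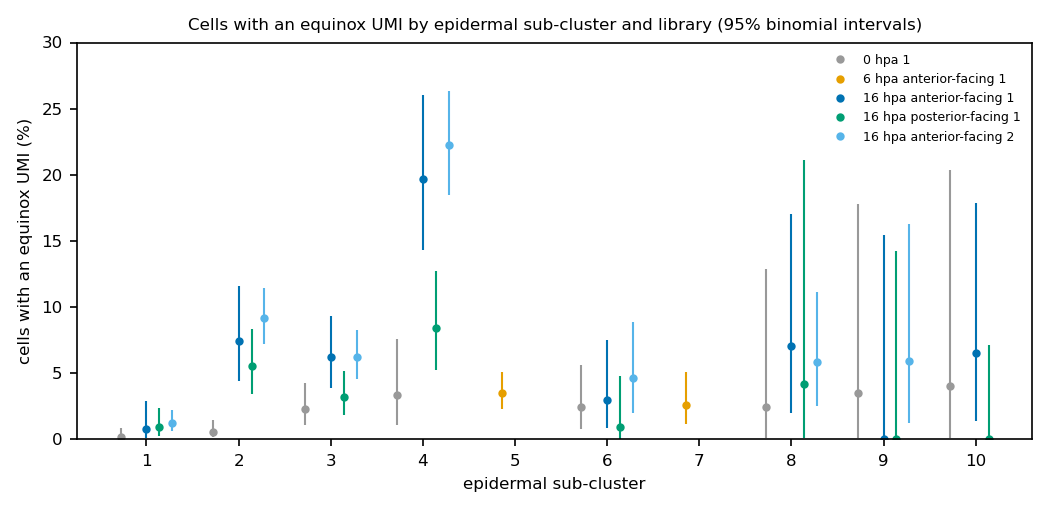
Share of cells with an *equinox* UMI in percent (vertical axis) in each epidermal sub-cluster (horizontal axis) and library (colours), for libraries with at least 20 cells of the sub-cluster, with 95% exact binomial intervals. In sub-cluster 4 the shares are 3.31% at 0 hpa, 19.7 and 22.2% at 16 hpa anterior-facing wounds and 8.44% at the posterior-facing wound.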

Irradiation, which depletes neoblasts and their post-mitotic progeny cells, severely reduced *equinox* expression at 18 hpa, further indicating that *equinox* expression at this time point was enriched in epidermal progenitors (Fig. 3c). Expression of *equinox* at 6 hpa did not overtly change following irradiation, suggesting that expression at this early post-injury time point prominently included differentiated cells. Double FISH experiments using an *equinox* RNA probe together with probes for *prog-1* (early-stage epidermal marker) or *prss12* and *rootletin* (mature epidermal markers) and the SMEDWI-1 antibody to detect cells that are recently derived from neoblasts, showed cells co-expressing *equinox* and *prog-1* at 6 hpa. Many *equinox*^+^ cells at this time, however, were *prss12*^+^ and *rootletin*^+^, consistent with the irradiation experiment results and indicating that most *equinox* expression at 6 hpa wounds is in the epidermis (Fig. 3d). Rare *equinox*^+^ muscle cells were also present at 6 hpa (*equinox*^+^*colF-2*^+^, Supplementary Fig. 7a). Furthermore, *equinox* expression at 6 hpa wounds was not explained simply by migration of pre-existing *equinox*^+^ DVB cells, because animals that had the DVB surgically removed still expressed *equinox* (Supplementary Fig. 7b). Extracellular regulated kinase (Erk) signaling mediates wound signaling in regeneration in several organisms, including planarians^48–51^. Phosphorylation of Erk occurs within minutes of injury in planarians^50^, and inhibition of this process, using the inhibitor PD0325901 (PD), inhibited *equinox* expression at both 6 and 18 hpa (Supplementary Fig. 7c).

Bmp signaling controls the pattern of the planarian DV axis; *bmp4* RNAi animals gradually lose dorsal gene expression and dorsal cell types during cell turnover after initiation of RNAi^17–19,45^ (Supplementary Fig. 1a). Epidermal progenitors express dorsal and ventral markers from the stem cell stage to differentiation, and inhibition of *bmp4* causes rapid dorsal emergence of ventral epidermal progenitors^45^. Accordingly, markers for dorsal epidermis and dorsal epidermal progenitors displayed reduced levels in *bmp4* RNAi animals (Fig. 3e and Supplementary Fig. 8a, b) and normal expression of *equinox* at the dorsal side of the DVB was dependent on Bmp signaling (Fig. 1h). Moreover, *equinox* expression in the epidermal lineage at 16 hpa was enriched in dorsal over ventral epidermal progenitors (Fig. 3e and Supplementary Fig. 8c, d). These expression features help explain the requirement of Bmp signaling for the expression of *equinox* in regeneration. 

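The 16 hpa epidermal-lineage-like cells of 3 libraries were clustered without integration, with the paper's 14 dimensions and resolution of 0.3. Dorsal clusters were set by 7 contigs that fall after *bmp4* RNAi in Supplementary Data 1 at time points other than 24 hpa, never by *equinox*. The 24 hpa column was left out because it is the same in the part of Supplementary Data 1 and 3 that was read. The label of these contigs therefore rests on a table that is in doubt. The paper reports that *equinox* itself falls after *bmp4* RNAi, so it shares the property by which these contigs were chosen. Early-stage clusters were those with contigs dd_Smed_v6_332_0 and dd_Smed_v6_61_0 at no less than 50% of their level in the lineage, a threshold chosen after the clusters were seen. Of the early-stage clusters, 1 and 4 were high in the *bmp4*-dependent contigs (144 and 107 CPM) and cluster 2 was low (15.4). The latter is called other early rather than ventral, since no ventral markers were used. An *equinox* UMI was found in 198 of 3324 dorsal cells (5.96%, median 4808 UMIs) and in 16 of 1574 other early cells (1.02%, median 5036 UMIs). *equinox* reached 13.3 CPM in dorsal and 2.24 in other early cells of anterior-facing replicate 1, 21.4 and 2.64 in anterior-facing replicate 2, and 8.89 and 1.31 in the posterior-facing library. Between dorsal and other early clusters, the log2 fold change was 2.94 (standard error 0.27, adjusted p = 4.0e-08 from edgeR's quasi-likelihood test over 10478 contigs). The difference was positive in 3 of 3 libraries (two-sided exact sign-flip test, p = 0.25, the smallest p that 3 libraries allow). It had the same direction and side of the threshold under all 21 alternatives, those on the naming rule included. Clusters that were not early-stage by contigs dd_Smed_v6_332_0 and dd_Smed_v6_61_0 were left out of both groups. They held 26.7% and 20.8% of the lineage cells of anterior-facing replicates 1 and 2 and 19.6% of the posterior-facing library. This label does not place them late in the lineage. Among them, cluster 3, with the neoblast-like marker contig dd_Smed_v6_659_0 at 668 CPM, had the highest share of cells with an *equinox* UMI (18.1%). Cluster 3 held 240 *equinox* UMIs, against 241 in all dorsal cells. Cluster 6, with the same contig at 1998 CPM, had 2.94% (4 of 136 cells). *equinox* reached 64.4 CPM in cluster 3, although the *bmp4*-dependent contigs reached only 33.6 CPM there. In cluster 5 it reached 18.2 CPM, with these contigs at 139 CPM. The level of *equinox* thus did not follow these contigs in cluster 3. Thinned to 500 UMIs per cell, the shares were 0.572% (exact 95% binomial interval 0.344 to 0.891) in dorsal and 0.127% (0.0154 to 0.458) in other early cells. The paper draws on this enrichment together with the fall of dorsal markers and of *equinox* at the DVB after *bmp4* RNAi, which were not analysed here, to help explain the need of Bmp signaling for *equinox* in regeneration.

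**Figure D3:**
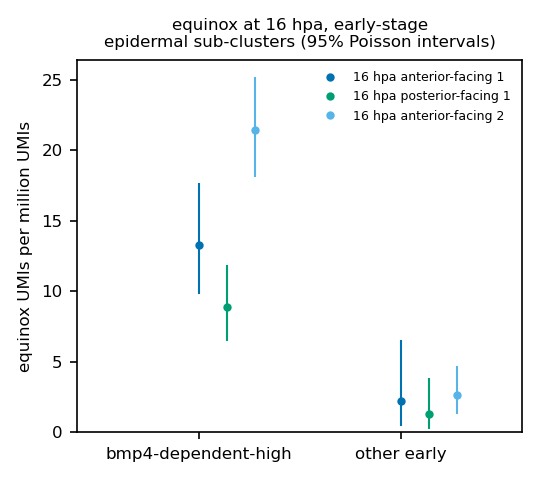
*equinox* CPM (vertical axis) in dorsal (*bmp4*-dependent-high) and other early-stage clusters (horizontal axis) of each 16 hpa library (colours), with 95% exact Poisson intervals. The dorsal values lie between 8.89 and 21.4 and the other early values between 1.31 and 2.64.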

If *equinox* expression in the wound epidermis is associated with dorsal epidermal cells and/or cellular interactions between dorsal and ventral epidermis covering the wound, this could therefore be lost in *bmp4* RNAi animals.

### *equinox* is required for regeneration

*equinox* RNAi animals were unable to regenerate following amputation (Fig. 4a). Blastema formation failed, and new tissues such as *laminB*^+^ epidermal DVB cells, anterior poles, brain, and eyes, failed to regenerate at anterior-facing wounds of both trunk and tail fragments (Fig. 4a and Supplementary Fig. 9a, b). At posterior-facing wounds, posterior poles were able to form in head and trunk fragments. However, reminiscent of the *bmp* RNAi phenotype, in most cases these poles formed asymmetrically at the old DVB and failed to display normal blastema growth (Fig. 4a and Supplementary Fig. 9a, b). Head fragments that formed a posterior pole also regenerated a pharynx in the pre-existing tissue and expressed posterior PCGs (Supplementary Fig. 9a). On the other hand, tail fragments always failed to regenerate anterior poles, did not express anterior PCGs, and were unable to form pharynges in the old tissue (Supplementary Fig. 9a). Anterior PCG expression domains also failed to regenerate in trunk fragments (Supplementary Fig. 9b). These defects indicated that *equinox* RNAi caused an even stronger block of regeneration than did *bmp4* RNAi, perhaps because direct RNAi of the gene caused greater *equinox* inhibition. Anterior blastemas did not grow even after 14 dpa in *equinox* RNAi animals (Supplementary Fig. 10a). In trunk fragments, morphallaxis of posterior regions associated with newly formed posterior poles at the pre-existing DVB was sometimes observed at this later time point (Supplementary Fig. 10a).

**Fig. 4:**
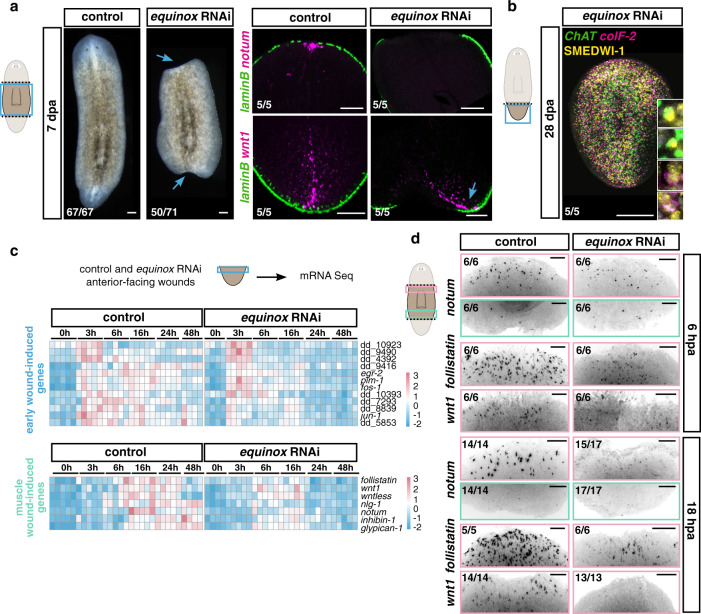
*equinox* is required for planarian regeneration. **a** *equinox* RNAi animals do not regenerate. Blue arrows, no blastema (left) and asymmetric posterior pole (right). *n* = 7 independent experiments. **b** Normal tissue turnover in an amputated *equinox* RNAi fragment that failed to regenerate. *n* = 2 independent experiments. **c** Heatmap shows activation of early wound-induced gene expression but no maintenance of muscle wound-induced gene expression. **d** Validation by FISH. FISH results are representative of at least two independent experiments. Colored boxes, area depicted in pictures. Scale bars, 100 μm.

The failure of regeneration in *equinox* RNAi animals was not a consequence of a lack of neoblast maintenance and differentiation capacity, because neoblasts of tail fragments that did not regenerate by 28 dpa were still able to differentiate into tail neurons and muscle cells (Fig. 4b and Supplementary Fig. 10b); i.e., neoblasts were capable of making pre-existing tissues but did not regenerate those that were missing. Furthermore, epidermis at the wound site of *equinox* RNAi animals was detected similarly to control animals (Supplementary Fig. 10c) and we did not observe any obvious defect in tissue turnover and viability in uninjured *equinox* RNAi animals (Supplementary Fig. 10d). These observations are consistent with the possibility that regeneration failed in *equinox* RNAi animals as a consequence of a regeneration-specific defect, as opposed to a problem in a process required generically for new cell-type production.

### Inhibition of *equinox* affects regeneration initiation

To assess which step(s) in regeneration failed in *equinox* RNAi animals, we collected anterior-facing wounds of tail fragments at different time points following wounding for bulk RNA sequencing (Supplementary Data 3). *equinox* RNAi animals did not show signs of ventralization (Supplementary Fig. 10e), in contrast to *bmp4* RNAi animals, indicating *equinox* is not overtly involved in DV-axis patterning. *equinox* RNAi animals initiated an early wound response following injury (3–6 hpa, Fig. 4c and Supplementary Fig. 11). However, this response was less robust and did not persist at later time points (16–48 hpa, Fig. 4d). By FISH, muscle wound-induced gene expression was strongly affected in *equinox* RNAi (Fig. 4d and Supplementary Fig. 11). The neoblast gene expression signature failed to amplify at wounds at 24 and 48 hpa, indicating lack of neoblast accumulation and proliferation in *equinox* RNAi animals (Fig. 5a-c). Apoptosis was not clearly affected following *equinox* RNAi (Supplementary Fig. 12a). In addition, RNA-sequencing data showed that positional information in *equinox* RNAi animals did not reset; anterior PCGs were not induced in tail fragments, and posterior PCGs did not reduce expression at wounds (Fig. 5a). FISH further validated these observations (Fig. 5c, d and Supplementary Fig. 12b, c) and showed that these defects also occurred in trunk fragments (Fig. 5d). *equinox* RNAi fragments failed to specify eye progenitors from neoblasts after head amputation, indicating stem cells failed to adopt fates for missing cell types after amputation (Supplementary Fig. 12d). These data collectively showed that regeneration of positional information and the associated regeneration of new tissues required *equinox* function. These results suggest that *equinox* has a specific role in initiating regeneration, involving maintaining a wound response program that promotes regeneration of positional information after injury.

**Fig. 5:**
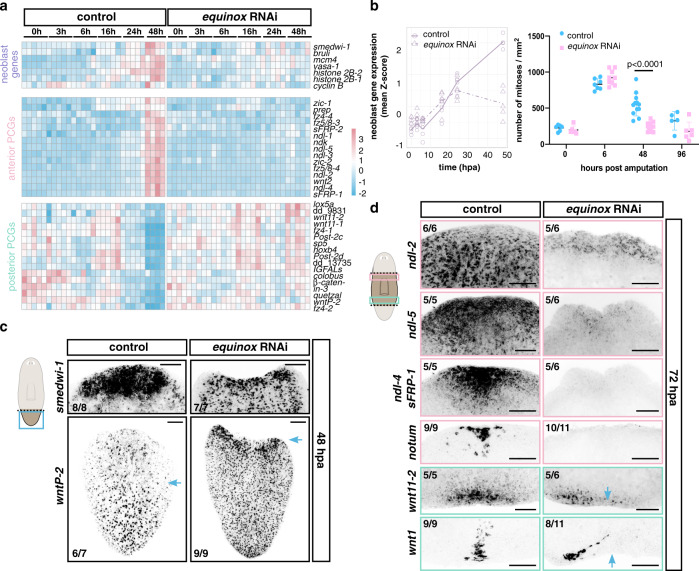
*equinox* is required for PCG rescaling and neoblast proliferation at wounds. **a** Heatmap shows reduced expression of neoblast markers and anterior PCGs and no change of posterior PCG expression at anterior-facing wounds after *equinox* RNAi. **b** Reduced expression of neoblast-specific genes (left) and reduced numbers of mitotic cells (right) at *equinox* RNAi anterior-facing wounds. For phosphorylated histone H3 (H3P) labelings, *n* = 6 independent animals for control 0 hpa, *n* = 7 for control 6 hpa, *n* = 12 for control 48 hpa, and *n* = 5 for control 96 hpa; *n* = 6 independent animals for *equinox* RNAi 0 hpa, *n* = 9 for *equinox* RNAi 6 hpa, *n* = 12 for *equinox* RNAi 48 hpa, and *n* = 6 for *equinox* RNAi 96 hpa over two independent experiments. Data are presented as mean ± SD and analyzed with unpaired two-tailed Student’s *t* test. **c** No neoblast wound accumulation or rescaling of posterior PCG expression (*wntP-2*) after *equinox* RNAi. *n* = 3 independent experiments. Blue arrows, anterior edge of PCG expression. (**d**) No anterior PCG expression (*ndl-2*, *ndl-5*, *ndl-4*, *sFRP-1*) or anterior pole formation (*notum*), and asymmetric posterior pole formation (*wnt1* and *wnt11-2*) after *equinox* RNAi. Results shown are representative from at least two independent experiments. Blue arrows, midline. Colored boxes, area depicted in pictures. Source data are provided as a Source Data file. Scale bars, 100 μm.

### *equinox* is required for blastema outgrowth

Short-term inhibition of *bmp4* did not result in severe ventralization^45^, but significantly decreased *equinox*^+^ expression at 18 hpa (Supplementary Fig. 13a). Under these conditions, all head and tail fragments were able to regenerate new tissues (pharynges and eyes) but only within the preexisting tissues (Fig. 6a). Expression of wound-induced genes (Supplementary Fig. 13b), accumulation of neoblasts at wounds, and rescaling of positional information (Fig. 6b) all occurred after short-term *bmp4* RNAi. However, no blastema formation was observed in any regenerating fragment. These results, with short RNAi conditions, suggest that *bmp4* is required for blastema growth itself and that this process can be decoupled from other hallmarks of regeneration. These observations prompted us to consider whether *equinox* has a role in blastema growth in addition to and independent from its requirement for positional information regeneration.

**Fig. 6:**
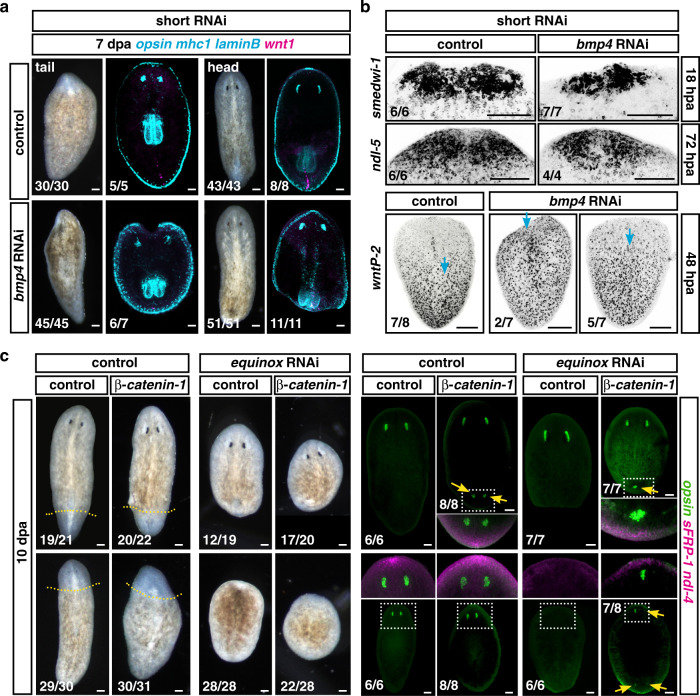
*equinox* is required for blastema formation. **a**, **b** Short-term *bmp4* RNAi is sufficient to block blastema formation (**a**) but does not block neoblast accumulation or PCG rescaling (**b**). Blue arrows, anterior edge of posterior PCG expression. **a**, **b** *n* = 2 independent experiments. **c** The *equinox* RNAi regeneration defect is not suppressed by *β-catenin-1* RNAi. *equinox; β-catenin-1* double RNAi animals were able to rescale positional information and form new photoreceptor neurons (*opsin*) without growing blastemas. *n* = 3 independent experiments. Scale bars, 100 μm.

Both *myoD* and *follistatin* RNAi regeneration failure phenotypes can be rescued by inhibiting β*-catenin-1*, suggesting that blastema formation failure in those scenarios is a consequence of defects in positional information re-setting^35,38^. By contrast, double *equinox;* β-*catenin-1* RNAi animals still failed to form a blastema (Fig. 6c and Supplementary Fig. 13c, d), indicating that lack of blastema formation could not readily be explained only by defects in the level of Wnt signaling at wounds associated with PCG resetting. Moreover, FISH experiments showed expression of anterior PCGs and presence of anterior tissues (i.e., photoreceptor neurons) at anterior and posterior-facing wounds in *equinox;* β*-catenin-1* double RNAi animals lacking blastema outgrowth, further demonstrating that changing the positional information environment of the wound in *equinox* RNAi animals was insufficient to lead to blastema formation (Fig. 6c). Similarly, inhibition of Erk signaling also blocked head blastema formation in β*-catenin-1* RNAi animals, even though under these conditions some expression of anterior positional information and differentiation of anterior tissues within the old tissues was observed (Supplementary Fig. 13e).

Blastema growth is a hallmark of regeneration. However, not all injuries require blastema formation for their repair. For example, incisions or small tissue removal can heal and regenerate through a tissue turnover-mediated process^24^. We therefore examined whether *equinox* was required for all types of regeneration or specifically for contexts requiring blastema formation for regeneration. *equinox* RNAi animals were able to regenerate eyes after eye resection or after a small wedge that was able to heal (Fig. 7a and Supplementary Fig. 14). Inhibition of *equinox* did not affect pharynx regeneration after pharynx removal through a small dorsal incision (Fig. 7a and Supplementary Fig. 14). However, *equinox* RNAi animals were incapable of regenerating from multiple wound types that required blastema formation at the amputation site, such as after sagittal amputations, or midline incisions that were prevented from fusing (resulting in two half-heads and one body) (Fig. 7a and Supplementary Fig. 14). These findings suggest that *equinox* is only required for contexts where resetting positional information and blastema growth occur for normal regeneration.

**Fig. 7:**
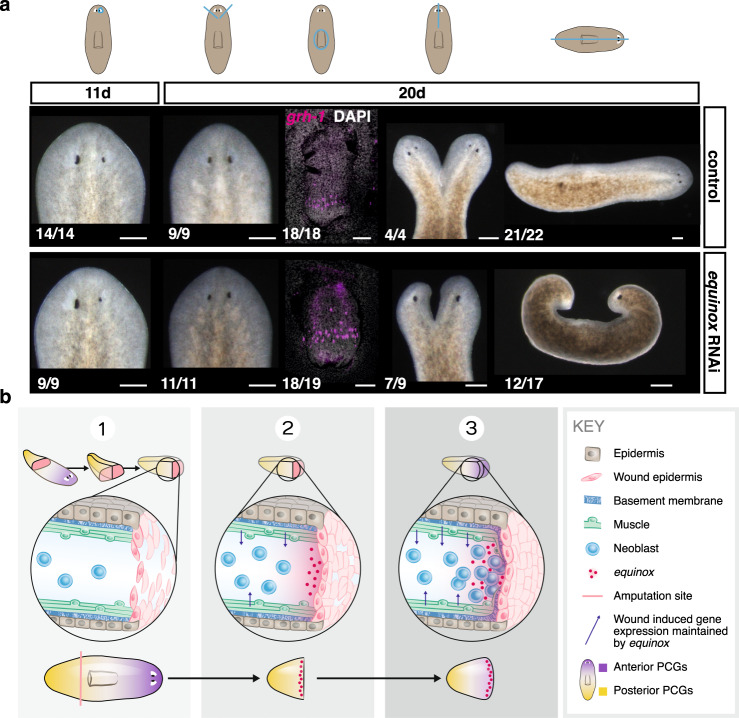
*equinox* is required for regeneration contexts that need blastema outgrowth. **a** *equinox* is required for regeneration through blastema formation. *n* = 3 independent experiments for sagittal amputations, *n* = 2 independent experiments for all other injuries. Blue lines, injury. Scale bars, 100 μm. **b** Model: (1) *wound healing* involves formation of a wound epidermis lacking basement membrane separation from underlying tissues. (2) *Wound signaling* is promoted and sustained by *equinox* expression in the wound epidermis. (3) *Positional information* regeneration is promoted by wound signaling and leads to specification of missing cell types in proliferating neoblasts at wounds. These steps promote initiation of blastema formation in regeneration.

In conclusion, the previously uncharacterized gene *equinox* encodes a predicted extracellular protein conserved in many animal phyla that is expressed in the planarian wound epidermis and is required for regeneration. *equinox* is required for other cell types, including muscle and neoblasts, to maintain expression of their wound-response programs following injury (Fig. 7b). Sustained expression of wound-induced genes is associated with resetting of positional information (facilitated by modulation of Wnt signaling activity^38^) and proliferation of neoblasts (likely activated by Follistatin^36,38^) at wounds. The resetting of positional information is required for the specification of missing cell types and regeneration. Consequently, these processes required *equinox*, especially in the context of anterior regeneration. We also propose that in addition to positional information resetting, *equinox* action in the wound epidermis is essential for blastema outgrowth. We propose that *equinox* expression may be a critical signal in early epidermal-muscle cell communication following wounding, potentially facilitated by the absence of basement membrane separating the wound epidermis from underlying cells at the wound. These findings reveal an important role of the wound epidermis in planarians, and might help to understand the necessity of this tissue for the broad regenerative potential of diverse organisms.

## Methods

### Animal husbandry

*Schmidtea mediterranea* clonal asexual strain CIW4 animals, starved for 7–14 days prior to experimentation, were used for all experiments. All animals utilized were healthy, not previously used in other procedures, and were of wild-type genotype. Animals were cultured in plastic containers or petri dishes for experiments, in 1x Montjuic water (1.6 mmol/l NaCl, 1.0 mmol/l CaCl_2_, 1.0 mmol/l MgSO_4_, 0.1 mmol/l MgCl_2_, 0.1 mmol/l KCl and 1.2 mmol/l NaHCO_3_ prepared in Milli-Q water) at 20 °C in the dark. Animals were fed blended calf liver once a week and cleaned twice weekly.

### Replication, size estimation, and randomization

Number of independent experiments performed are indicated in figure legends; numbers of animals used in each experiment are indicated in each panel. No sample size estimation was performed. Animals for all experiments were randomly selected from a large collection of clonal animals. All animals were included in statistical analyses, without exclusions. Images were not randomized.

### Bulk RNA sequencing and analysis

RNA sequencing data from *follistatin* and *myoD* RNAi tail regeneration was analyzed from previously published experiments (^35^, GEO: GSE99067). For *bmp4* and *equinox* RNAi samples, animal fragments were placed in Trizol (Life Technologies), and then frozen at −80 °C. Upon thawing, fragments were resuspended in Trizol by pipetting with a p1000 until dissolved. Total RNA was isolated using Trizol standard isolation. Libraries were prepared using the Kapa HyperPrep mRNA-Seq Kit Illumina Platform, and barcoded with Kapa dual-indexed adapters (KapaBiosystems). A second 0.9× bead clean-up was performed to purify libraries. Libraries were sequenced on an Illumina Hi-Seq 2500 with 50 bp reads. Reads were mapped to the dd_Smed_v6 transcriptome^52^ (http://planmine.mpi-cbg.de/planmine/begin.do) using bowtie v1.1.2^53^ with -best alignment parameter. The number of mapped reads per contig in every cell was quantified using the coverageBed utility from the bedtools v2.26.0 suite. Reads from the same isotigs were then summed to generate raw read counts for each transcript.

### 10X single-cell mRNA sequencing and analysis

Cell samples were collected from five planarian conditions with tissue from the same post-pharyngeal region; (1) 0 hpa, (2) 6 hpa anterior-facing wounds, (3) 16 hpa with anterior-facing wounds, (4) 16 hpa with posterior-facing wounds, (5) 16 hpa anterior-facing wound with 4 feedings of control dsRNA over 21 days. 

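Both 16 hpa anterior-facing libraries were set beside each other. They differed in RNAi treatment (none, and control dsRNA) as well as in library. They shared 5 cell barcodes, where 3.58 would be shared by chance. With scaling within library, cluster 1, which is epidermal-lineage-like, held 2278 cells of the control dsRNA library and 8 cells of the library without RNAi. With CCA integration, no cluster took at least 75% of its cells from 1 library.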

Sample 5 was included as a replicate of this time point to increase the number of cells, and therefore increasing the power of this dataset. Fragments from ~30 large animals were collected for each condition. Each condition was run as a single sample in 10X library preparation. Tissue fragments were gently amputated for dissociation using a scalpel, and collected in CMFB [calcium–magnesium free solution with 1% BSA (400 mg/L NaH_2_PO_4_, 800 mg/L NaCl, 1200 mg/L KCl, 800 mg/L NaHCO_3_, 240 mg/L glucose, 1% BSA, 15 mM HEPES, pH7.3)]. Pieces were vigorously pipetted in 50 ml of CMFB with 1.0 mg/mL collagenase as described^43^. Cell suspensions were passed through a 40 μm filter and centrifuged at 300 g for 5 min. Isolated cell suspensions were incubated in Hoechst 33342 (40 μl/ml) for 45 min in the dark. For samples 1–4 propidium iodide (PI) (3 μl/ml, Sigma-Aldrich) was added after Hoechst incubation, for sample 2 calcein (1 μl/ml, ThermoFisher) was added to samples after Hoechst incubation for 10 min. Cells were sorted based on DNA content and PI negative, X-insensitive cells were recovered^54^. Cells with intermediate calcein content were permitted for sample 2. At this early wounded time point, calcein intermediate cells were allowed assuming some wounded cells might have a compromised membrane. 

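The 6 hpa library was compared with the mean of the medians of the other 4 libraries. Its median cell had 1738 UMIs, against 4033 ± 332.3 (SD, n = 4 libraries). The median number of genes per cell was 611, against 1718 ± 85.1 (SD, n = 4). The median mitochondrial share was 12.9% with quartiles of 6.26 and 26.2%, against 9.94% ± 1.06 (SD, n = 4). Of all UMIs of the 6 hpa library, 37.2% were in barcodes taken as cells before the upper limit on genes, against 88.4 to 92.1% in the other libraries. It also had 73160 barcodes with at least 100 UMIs, against 8618 to 11861. With a rule of at least 1000 UMIs per cell, the 6 hpa median was 744 genes, against 1674 ± 47.1 (SD, n = 4). Its mitochondrial median was then 10.9%, against 9.91% ± 1.07 (SD, n = 4). It was no longer the highest, as replicate 2 of the 16 hpa anterior-facing wounds had 11.5%. As a single library was made, the difference has no replicate check.

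**Figure D4:**
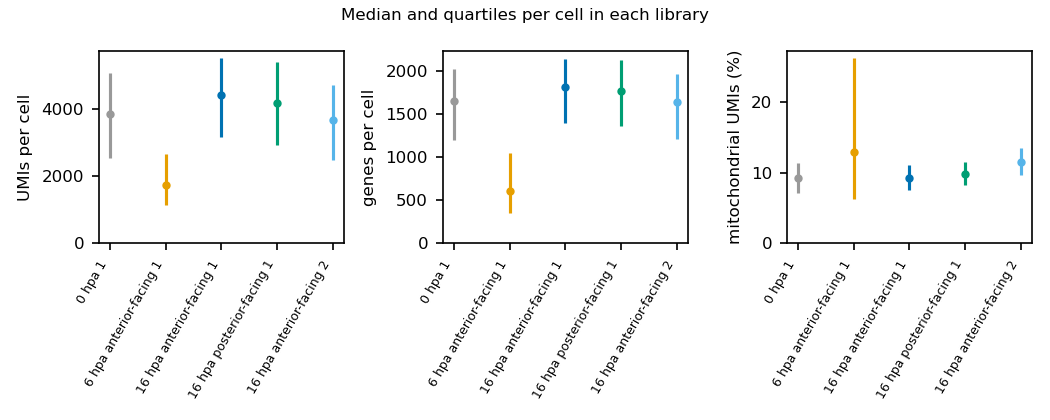
Median UMIs per cell, genes per cell and mitochondrial UMIs in percent (vertical axes) in each library (horizontal axes), with lines from the lower to the upper quartile. The 6 hpa library has the lowest medians of UMIs and genes, 1738 and 611, and the highest mitochondrial median, 12.9%.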

Likely for this reason the overall quality of lane 2 cells was lower (see Supplementary Fig. 5). Planarian cells were sorted into CMFB (1% BSA), spun down at 500 rpm for 10 min, and resuspended in CMFB (1% BSA) at a predicted density of 700 cells/μl according to the FACS sorting count. Cells were then processed by the WIGTC core (Whitehead Institute) using 10X Genomics Chromium Controller and Chromium single cell 3′ library & Gel Bead Kit (PN 1000006) following standard manufacturer’s protocol. An estimated 16,000 cells were loaded per sample to obtain the maximum number of cells recommended per sample. Amplified cDNA libraries were quantified using a bioanalyzer, and size selected using magnetic beads according to manufacturer recommendations. Samples were sequenced on an Illumina HiSeq 2500 (28 × 40 paired-end reads) across five lanes. Sequencing reads were mapped using a GTF file of Smed_v6 genes in the context of the Smes_g4 genome. This GTF file was generated by using BLAT to map all Smed_v6 transcripts to the Smes_g4 genome and assigning each transcript to a single genome location based on the best alignment score. Transcripts were then collapsed using genome location prior to mapping using the Cell Ranger pipeline. Cells were assessed for nUMI, nGene and percent mitochondrial transcript content, which was represented in violin plots. 

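The mitochondrial share was computed here from the 8 contigs that the methods list by name, which were all present in the counts. With these contigs, 59.7% of kept cells at 0 hpa, 41.9% at 6 hpa and 54.1% at the 16 hpa posterior-facing wound had under 10% mitochondrial UMIs. At 16 hpa anterior-facing wounds the shares were 62.4% and 29.1% (replicates 1 and 2). No cells were removed for this reason in the values reported here.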

Percent mitochondrial content was based on 10/15 mitochondrial genes reported in ref. ^55^ which are represented in v_6 of the Dresden transcriptome (dd_Smed_v6_258_0_1, dd_Smed_v6_289_0_1, dd_Smed_v6_292_0_1, dd_Smed_v6_297_0_1, dd_Smed_v6_344_0_1, dd_Smed_v6_505_0_1, dd_Smed_v6_753_0_1, dd_Smed_v6_957_0_1). 

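Limits on the number of genes can act on cells by depth as well as by type. Among barcodes with at least 200 genes that passed the rule on UMIs, 16.5% had over 2500 genes at 0 hpa, 0.915% at 6 hpa and 25.4% at the 16 hpa posterior-facing wound. At 16 hpa anterior-facing wounds this share was 31.6% in replicate 1 and 9.34% in replicate 2. The upper limit was then lifted and the cells were clustered again. Over all libraries together, 47.7% of neoblast-like, 23.1% of intestine-like, 15.3% of epidermal-lineage-like and 4.49% of neuron-like cells were over 2500 genes. These class shares were not matched for depth or taken within a library, so that type and depth were not separated.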

Any cells with nFeature_RNA < 200 or nFeature_RNA > 2500, were removed from the dataset prior to analysis. 10× analysis was performed using Seurat v3.02 where cells were visualized using the uniform manifold approximation and projection (UMAP) algorithm. CCA-based integration was performed for the plots that contained all tissues and all epidermal lineage cells to address any potential batch effects between lanes. 

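Batch effects were handled in 3 ways: by scaling each contig within library, without scaling, and by CCA-based integration in Seurat. With scaling, 3 of 29 clusters took at least 75% of their cells from 1 library, and these held 17.0% of all cells. Without scaling it was 1 of 30 clusters (1.66% of cells), and with CCA it was 0 of 32 clusters. The level of 75% was chosen after the clusters were seen. Under CCA, the log2 fold changes of *equinox* were 1.40 in epidermal-lineage-like, 2.96 in neoblast-like and 3.05 in neuron-like cells, against the same groups as before. All were past an adjusted p of 0.05 in edgeR's test.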

CCA-based integration was omitted for 16 h epidermal lineage plots because it removed known validated clusters (i.e. *laminB*+ cells and late-stage progenitor cells). Dimensions used and resolution of the plots are as follows: (1) all tissues (11, 1), (2) epidermal lineage (14, 0.5), (3) 16 h epidermal lineage (14, 0.3).

### Protein domain analysis

Reciprocal blastx/tblastn with specific species in NCBI and the longest predicted ORF of the *equinox* gene (dd_Smed_v6_20318_0_1) from the dd_v6 transcriptome assembly was performed. Proteins with reciprocal best blast hits to *equinox* were inspected for domain architecture similarities using SMART with HMMER searches of Outlier homologs, PFAM domains, and signal peptide prediction. The protein domain structure of Equinox and VWDE predicted by SMART is graphically represented. showing predicted signal peptide, TSP1, EGF, and EGF-like domains. Phyla containing the same gene structure of one or two N-terminal TSP1 domains, followed by several EGF and EGF-like domains were annotated on the species tree. Another secreted protein class displayed substantial similarity to the C-terminus of Equinox; representatives of this class including in vertebrates lack the TSP1 repeats and have a von Willebrand Factor D domain.

### Phylogenetic analysis

*equinox, vwde,* and *teneurin* genes were identified from multiple species by BLAST to *Schmidtea mediterranea* Equinox protein sequences using only the EGF domain containing region. Multiple sequence alignment of protein sequences was performed using MUSCLE to the EGF domain-containing region of *Schmidtea mediterranea* Equinox. Sequences were then trimmed by hand to remove areas that did not align with the EGF domain-containing region of *Schmidtea mediterranea equinox*. Sequences were then further trimmed with Gblocks using the following parameters; -b3 = 15 -b4 = 2 -b5 = a -e = .gb -p = t -g. Phylogenetic trees were constructed using Bayesian inference (MrBayes v3.2.2 ×64). The analysis was performed using two independent runs with four chains each for 1 million generations or more, and 25% of trees were discarded as burn-in. All protein sequences used for analysis with accession numbers and the nexus file (.nex) on which the tree is built are provided in Supplementary Data 2.

### Gene cloning

*equinox* was cloned using the following primers: fwd: 5′ gggccagttacttcacaagc; rv: 5′ gagccagagaaagattgcgg; *bmp4* (dd_Smed_v6_17402_0_1) accession number: GenBank ABV04322.1. All constructs were cloned from cDNA into the pGEM vector (Promega). These constructs were used to synthesize RNA probes and dsRNA for RNAi experiments.

### RNAi

For RNAi experiments, dsRNA was synthesized by in vitro transcription reactions (Promega) using PCR-generated templates with flanking T7 promoters, followed by ethanol precipitation, and annealed after resuspension in water. The concentration of dsRNA varied in each prep between 4 and 7 μg/ml. dsRNA was then mixed with planarian food (liver)^35^ and 2 μl of this mixture per animal (liver containing dsRNA) was used for feedings. This protocol yields stronger gene inhibition than the RNAi feeding protocol that involved agarose and bacteria-based dsRNA production in^17^. *bmp4* RNAi animals (Fig. 1; Supplementary Figs. 1–3, Supplementary Fig. 8) were fed four times in two weeks. Animals were then amputated seven days after last feeding. Short term *bmp4* RNAi animals (Fig. 6; Supplementary Fig. 13) were fed once and animals were amputated 7 days after this feeding. *equinox* RNAi animals (Figs. 4, 5 and 7; Supplementary Figs. 9–12, 14) were fed between six and ten times in 3–5 weeks and amputated 3 days after last feeding. *equinox* RNAi animals for homeostasis experiments (Supplementary Fig. 10) were fed 12 times during 10–12 weeks. Double *equinox;* β*-catenin-1* RNAi animals (Fig. 6; Supplementary Fig. 13) were fed eight times in 4 weeks with *equinox* dsRNA, and then two times in 2 weeks with a 1:1 mix of *equinox: β-catenin-1* dsRNA. Animals were amputated a day after last feeding. *β-catenin-1* RNAi animals incubated with DMSO or the Erk inhibitor were fed once (Supplementary Fig. 13). For regeneration experiments, animals were amputated into three pieces (head, trunk, and tail pieces). Fragments were scored and fixed for further analysis at different timepoints following amputation.

### Fluorescence in situ hybridizations, immunostainings, and HE stainings

RNA probes were synthesized and whole-mount FISH was performed^35^. Briefly, animals were killed in 5% NAC and treated with proteinase K (2 μg/ml). Following overnight hybridizations, samples were washed twice in pre-hybridization buffer, 1:1 pre-hybridization-2× SSC, 2× SSC, 0.2× SSC, PBS with Triton-X (PBST). Subsequently, blocking was performed in 10% Western Blocking Reagent (Roche, 11921673001) PBST solution for DIG probes, or in 5% Horse serum and 5% casein for DNP and FITC probes. Antibody washes were then performed for one hour followed by tyramide development. Peroxidase inactivation with 1% sodium azide was done for 90 min at room temperature. SMEDWI-1 antibody labeling was then performed with a 1:1000 dilution of primary antibody in 10% Western Blocking Reagent (Roche, 11921673001). SMEDWI-1 antibody presence was detected using tyramide development as above. Brightfield images were taken with a Zeiss Discovery Microscope. Fluorescent images were taken with a Leica SP8 confocal microscope. Co-localization analyses of FISH signals were performed using Fiji/ImageJ. For each channel, histograms of fluorescence intensity were used to determine the cut-off between signal and background. All FISH images shown are representative of all images taken in each condition, and are maximal intensity projections, except otherwise indicated. All images, unless otherwise indicated, are anterior up. Animals for FISH experiments of early timepoints following amputation (6 hpa) were treated with 5% NAC for only 2 min (instead of 3–5) to better preserve wound integrity. For H&E stainings, animals were fixed in the same way as for FISH experiments, and mounted in Histogel specimen processing gel (Thermo Scientific). Samples were then placed on ice for 10 min to solidify. Cassettes with embedded animals were placed in 70% ethanol and submitted to the Histology core at the Koch Institute for integrative cancer research (MIT) for sectioning and staining.

### TUNEL and H3P labeling

For both TUNEL and H3P labeling, fixed animals were bleached overnight at room temperature in H_2_O_2_ (Sigma, 6% in 1×PBSTx), incubated 10 min in Proteinase K solution (2 μg/ml in 1×PBSTx with 0.1% SDS) and post-fixed in formaldehyde (4% in 1×PBSTx). For H3P labeling, animals were then incubated overnight at room temperature in anti-phospho-Histone H3 antibody (Millipore 05-817R-I, clone 63-1C-8; 1:300 in 5% inactivated horse serum) Samples were washed with PBSTx, then placed in goat anti-rabbit antibody (ThermoFisher 65-6120, 1:500 in 5% inactivated horse serum) overnight at room temperature. After PBSTx washes, samples were developed in fluorescein tyramide (1:3000 in PBSTx, with 0.003% H_2_O_2_) for 10 min at room temperature. Samples were washed in PBSTx and labeled with DAPI (Sigma, 1 μg/ml in PBSTx) before mounting. For TUNEL, single animals were transferred to a 96-well U-bottom plate. PBSTx was replaced with a 20 μL reaction mix (3 parts ApopTag TdT enzyme mix, 7 parts ApopTag reaction buffer), and incubated overnight at 37 °C. Animals were then washed in PBSTx followed by development in a 20 μL development solution (1 part blocking solution, 1 part ApopTag anti-digoxigenin rhodamine conjugate), and incubated in the dark at room temperature overnight. Samples were washed in PBSTx and counterstained with DAPI (Sigma, 1 μg/ml in PBSTx). TUNEL was performed using reagents from the ApopTag Red in Situ Apoptosis Detection Kit (Millipore, #S7165).

### Erk signaling inhibition

PD0325901 (in short, PD) was dissolved in DMSO, used at 10 μM, and replaced daily. Animals were incubated in PD one day prior to amputation, amputated, and fixed after 6 and 18 h to assess *equinox* expression. For RNAi experiments, animals were fed *β-catenin-1* dsRNA, immediately placed in PD, and amputated later the same day. Fragments were fixed for further analysis 10 days after amputation.

### Irradiation

Animals were irradiated using a dual Gammacell-40 cesium source set to deliver 6000 rads. Animals were amputated 4 days after irradiation.

### Surgical procedures

For all surgical procedures, animals were placed on moist filter paper on a cold block to limit movement. In order to selectively resect eyes, the tip of a microsurgical blade was used to remove eyes. Pharynx resection was performed by surgical extraction through a small longitudinal dorsal incision. Head wedges were made by performing cuts at the edge of each eye. Sagittal cuts were performed at the midline. Midline incisions were performed by making a medial incision from the head tip to the anterior boundary of the pharynx. Incised animals were immobilized using Type IV, 5% ultra-low melting agarose (Sigma) and solidified gel was covered with filter WhatmanTM paper (GE Healthcare, Life Sciences) soaked in Holtfreter’s Solution. Animals were left at room temperature overnight, recovered by cutting the surrounding gel, and placed in planarian water (Fig. 7 and Supplementary Fig. 14). AP1 cuts were made immediately posterior to auricles (Supplementary Fig. 3).

### Quantifications and statistical analysis

Pairwise differential expression analysis was performed using DESeq^56^. Expression values from DESeq normalization were scaled, row-wise, to generate *z*-scores for heatmaps and visualized using the pheatmap package, or the ggplot2 package with geom_density and geom_point functions (https://ggplot2.tidyverse.org). Significance is reported as padj values, with padj < 0.05 used as a cutoff. For TUNEL and H3P stainings, comparisons between two groups were done using unpaired Student’s *t* test analyses (Prism software). Graphs show mean and standard deviation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The sequencing data generated in this study have been deposited in the GenBank database under accession codes (1) GSE179290 [Single cell gene expression profiling using 10x v3, (2) GSE179291 [*bmp4* RNAi gene expression profiling; (3) GSE179293 [*equinox* RNAi gene expression profiling; (4) OM864265 (*equinox* gene deposition). The anti-H3P labeling data and processed DEseq comparison data for bulk sequencing generated in this study are provided in the Supplementary Information/Source Data file.

# Supplementary material for: The planarian wound epidermis gene equinox is required for blastema formation in regeneration
**Source:** Nat Commun. 2022 May 18;13:2726. doi: 10.1038/s41467-022-30412-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **Differential expression analysis of regenerating control and *bmp4* RNAi animals.** The data provided here are calculated using the nbimontest function in DESeq. This is a one tailed binomial test. The padj column uses the Benjamini-Hochberg procedure to adjust for multiple tests.

File Name: Supplementary Data 2

Description: **Accession numbers of proteins with similar structure analyzed in the phylogenetic tree.**

File Name: Supplementary Data 3

Description: **Differential expression analysis of regenerating control and *equinox* RNAi animals.** The data provided here are calculated using the nbimontest function in DESeq. This is a one tailed binomial test. The padj column uses the Benjamini-Hochberg procedure to adjust for multiple tests.

How the deposited data were processed for this re-analysis (not part of the article)

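The measurements are droplet-based scRNA-seq of X-insensitive cells from post-pharyngeal fragments, in 5 libraries. There was 1 library for 0 hpa, 1 for anterior-facing wounds at 6 hpa, 2 for anterior-facing wounds at 16 hpa and 1 for posterior-facing wounds at 16 hpa. Replicate 2 of the 16 hpa anterior-facing wounds was fed control dsRNA, and the paper counts it as a replicate of that time point. The bulk RNA-seq, the earlier single-cell data, the in situ hybridisations and the irradiation experiments were not analysed here.

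The authors mapped the reads with the Cell Ranger pipeline (version 4 in the header of the matrices) to Smed_v6 transcripts that had been placed on the Smes_g4 genome by BLAT and collapsed by location. The unit of the deposited values is the raw count of UMIs per contig and barcode, without normalization. The matrices list 28040 contigs and 6794880 barcodes per library and were not filtered to cells. The libraries hold between 21746895 and 37981205 UMIs. With no reference annotation at hand, contigs are given as in the matrices, and gene names are used only for *equinox* and *bmp4*, which the paper pairs with contigs.

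A barcode was taken as a cell when its UMIs reached 10% of the 99th percentile over the 10000 highest barcodes, which came to 1164 UMIs at 0 hpa, 613 at 6 hpa, 1999 and 1108 at 16 hpa anterior-facing wounds and 1566 at the posterior-facing wound. Cells with fewer than 200 or more than 2500 genes were left out, as in the paper. UMIs were scaled to 10000 per cell and log-transformed, 2000 variable contigs were chosen without *equinox* and *bmp4*, and each contig was centred and scaled within its library, except in the clustering of the 16 hpa lineage, which the paper did without integration and which was centred and scaled over the libraries together. Clusters came from the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) on 20 neighbours. The dimensions and resolutions were those of the paper: 11 and 1 for all cells, 14 and 0.5 for the epidermal lineage, and 14 and 0.3 for the epidermal lineage at 16 hpa. The paper integrated the first and second of these with CCA, which was run here for all cells as an alternative in Seurat 5.3.0. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5 were used for these steps, and R 4.3.3 for the tests.

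Classes were named from 73 marker contigs fixed before the data were examined, of which 3 were absent. Part of the list came from contigs that Supplementary Data 1 pairs with human names, and part was recalled from planarian cell atlases that were not at hand, so that the latter are given by contig only. In the part of Supplementary Data 1 and 3 that was read, the human names were the same for 0 of 461 contigs named in both. These include 24 marker contigs, so that the pairing is in doubt in at least 1 of these tables. In the part read of Supplementary Data 1, which was used, 93.6% of the v4 contigs given beside the names had the number of their v6 contig. Naming was not fixed beforehand, and 3 rules were tried with the *equinox* level of each cluster in view. All asked for at least 3 leading markers and took the class with the highest share of its markers leading, without the ciliated markers, which were listed as a class but were not used to name clusters. Clusters 17, 20 and 24 would otherwise be ciliated-like, and this was tried as an alternative chosen after the values were seen. The rule tried first took a marker as leading when it was at least 2-fold above all other cells within library, and the rule tried second when it was at least 2-fold above the median over all clusters, both with 5 UMIs per 1000000 UMIs (CPM) added before the fold. The rule used set it against the median cluster within library, over libraries with at least 20 cells of the cluster, with 10 CPM added. It gave 7 classes and left 6 of 29 clusters, with 11.8% of the 23632 cells, unnamed. The unnamed share was 10.3% at 0 hpa, 16.2% at 6 hpa, 14.0% and 8.74% at 16 hpa anterior-facing wounds and 12.6% at the posterior-facing wound. Other choices made after the data were seen are the thresholds for early-stage and dorsal clusters, the minimum of 100 cells for a sub-cluster to be described, the level of 75% for clusters mostly of 1 library, and the barcode at rank 50000 whose UMIs set the free RNA per cell.

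UMIs were summed per library and class. The sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr, library as a block, Benjamini-Hochberg adjustment over all contigs tested, threshold of 0.05), with DESeq2 1.42.0 as an alternative. Standard errors given with edgeR's test are the absolute log2 fold change divided by the square root of its F statistic. They are therefore approximate. Differences per library in log2 CPM, with 0.5 added, were tested with two-sided exact sign-flip tests. No test was made between time points or wound sides, because most had a single library. Shares of cells have exact binomial and sums of UMIs exact Poisson intervals at 95%, which cover counting error only. To compare shares across depths, each cell was thinned to 500 UMIs, and none of the kept cells had fewer. Contigs changed with time or wound side within epidermal-lineage-like cells were those with at least 50 UMIs over both sides and a change of at least 4-fold in every 16 hpa library compared, and the 2 that rose most and the 2 that fell most were to be named.

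Scripts for the tests were tested on simulated data, in which 200 contigs were changed by a log2 fold change of 2 in each comparison. edgeR recovered 71.0% of them for epidermal-lineage-like cells (16151 contigs tested), 85.5% for neoblast-like cells (12934), 83.5% for neuron-like cells (12698) and 95.0% for dorsal clusters (10480). Calls of unchanged contigs made up 3.40, 9.04, 6.70 and 7.32% of its calls in these comparisons, and 29.8, 9.34, 10.5 and 0.575% of those of DESeq2. The 4-fold rule recovered 200 of 200 contigs changed 8-fold among 10129.

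Doublets were sought with scrublet (in scanpy) in each library. Its own threshold marked 0.0281 to 0.557% of cells per library. A share under 0.5% was taken as too few, and only replicate 2 of the 16 hpa anterior-facing wounds (0.557%) passed this limit. Therefore the highest 6% of scores were left out as a further alternative chosen after the data were seen. The other alternatives were set beforehand: no rule on UMIs, at least 1000 UMIs, no upper limit on genes, cells under 10% mitochondrial UMIs, lower and higher resolution, subtraction of free RNA estimated from droplets under 100 UMIs, no TMM factors, all contigs, no block, other handling of batches, and each library left out in turn.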

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

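The tests of free RNA in the posterior-facing library, of depth by CPM and of doublets by score were chosen only after the result was seen.

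The 16 hpa posterior-facing library held a signal in a sample that the paper's results on cell types do not name. *equinox* reached 9.77 CPM in its epidermal-lineage-like cells (exact 95% Poisson interval 7.84 to 12.0), above the 2.86 (1.93 to 4.08) at 0 hpa. Free RNA would bring 0.301 UMIs to these cells, with an upper limit of 0.592, taking its share from the muscle contig dd_Smed_v6_2337_0, and 88 were observed. The ratio of CPM to 0 hpa was 3.42 (exact interval 2.24 to 5.36), whereas the median UMIs per cell differed by a ratio of 1.11. This argues against depth as the whole cause. Thinning to 500 UMIs, the test of depth set beforehand, left it open: the shares were 0.396% (0.159 to 0.814) and 0.0448% (0.00113 to 0.249), with overlapping intervals. Each of these conditions had a single library, so a difference between libraries and an effect of the posterior-facing wound cannot be told apart. Expression of *equinox* at posterior-facing wounds may be the cause, as a hypothesis.

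The same library had less *equinox* than both 16 hpa anterior-facing libraries. With the same weights in both libraries for the epidermal sub-clusters that had at least 20 cells in each, the ratio was 0.588 (95% interval over 10000 Poisson draws, 0.438 to 0.777) to replicate 1 over 8 of the 10 sub-clusters and 0.410 (0.317 to 0.516) to replicate 2 over 7. A different mix of the sub-clusters compared therefore does not account for the difference within them. The direction of the wound and the library stay open, as there was 1 posterior-facing library.

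Cells over the upper limit of 2500 genes, which the paper removed, also held *equinox*. The share with an *equinox* UMI was 7.43% (exact 95% binomial interval 6.20 to 8.80) and 8.68% (6.70 to 11.0) in replicates 1 and 2 of the 16 hpa anterior-facing wounds and 4.15% (3.2 to 5.28) at the posterior-facing wound, above the 1.39% (0.762 to 2.32) at 0 hpa. At 6 hpa it was 0 of 34 cells. The smallest ratio of CPM to 0 hpa among the 16 hpa libraries was 2.84 (1.66 to 5.11), at the posterior-facing wound, whereas the median UMIs of these cells differed from 0 hpa by ratios of 0.975 to 1.08, which argues against depth. Some of these cells may be doublets. The highest 6% of scrublet scores were more frequent over the limit than at or under it in 5 of 5 libraries, with 17.5 against 3.33% at 0 hpa and 28.7 against 3.24% in replicate 2. At 6 hpa the difference (5.88 against 5.08%) rested on 2 cells. The number of doublets was not determined, and a doublet of an epidermal cell would hold *equinox* too. Wound-induced expression in single cells stays open.

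The share of cells over this limit differed by 22.2 percentage points between the 4 libraries other than 6 hpa. After thinning these to the lowest mean of 4174 UMIs per cell, the shares lay between 9.34 and 11.1%, a spread of 1.81 points. A difference in depth between the libraries may therefore be the main source of that spread. With all 5 libraries thinned to 2178 UMIs, the shares ran from 0.786% at 0 hpa to 2.27% in replicate 1 of the 16 hpa anterior-facing wounds. A difference between libraries thus remained after thinning.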

How the results depend on the processing

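The naming rules tried first and second, the removal of the highest 6% of scrublet scores, the count of cluster 6 as neoblast-like and the use of ciliated markers to name a class were chosen only after the result was seen. All other alternatives were set before the data were examined.

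The log2 fold change of *equinox* in epidermal-lineage-like against all other cells kept its direction and its side of the threshold under the 20 alternatives set beforehand. It lay between 1.35 and 2.27 in 15 of them, and from 1.99 to 2.37 across the 5 fits that each left out one library. Over the alternatives set beforehand, the adjusted p was 2.0e-05 to 0.01 in edgeR's test and 2.5e-09 in that of DESeq2. Of the 5 alternatives chosen later, the naming rule tried first lowered the log2 fold change to 0.46. This was no longer past the threshold (adjusted p = 0.064 from edgeR's test). By construction, this rule leaves clusters 6, 20 and 21 unnamed (49.8, 24.8 and 12.4 CPM), so that they fall among all other cells, whose level rises from 3.04 to 8.23 CPM. The rule tried second and the count of cluster 6 as neoblast-like both gave 0.72 (adjusted p = 0.043 from edgeR's test), with the level of all other cells at 7.71 CPM. The move of cluster 6 alone therefore gives much of the fall but not the loss of the call, and clusters 20 and 21 were not moved alone.

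For neoblast-like cells, the 19 alternatives set beforehand that gave a value kept the call, with log2 fold changes between 1.36 and 3.2 and from 2.19 to 2.55 across the 5 fits that each left out one library. Without the library block, *equinox* did not pass the filter on counts, so this alternative gave no value. Of those chosen later, the naming rule tried first gave 0.26 (adjusted p = 0.49 from edgeR's test, against 1.2e-09 to 0.0074 over those set beforehand). Clusters 6, 20 and 21 are among the cells compared with in that case, whose level rises from 1.86 to 8.02 CPM, and cluster 5 joins the class. These changes were not tested one by one.

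For neuron-like cells, 17 of the 20 alternatives set beforehand kept the call, with 2.46 to 3.53 across the 5 fits that each left out one library. The log2 fold change was weaker at 0.5 times the resolution (1.95), with the posterior-facing library left out before clustering (1.91) and with no upper limit on genes (0.86). Their adjusted p-values were 0.076, 0.15 and 0.083 in edgeR's test (5.8e-05 to 0.15 over those set beforehand), and the cause was not tested. The naming rule tried first reversed it to -0.24 (adjusted p = 0.75 from edgeR's test). The cells compared with then include clusters 6, 20 and 21 and rise from 0.779 to 8.27 CPM, and cluster 5 leaves the class, changes that were not tested one by one. With ciliated markers allowed to name a class, it fell to 1.07 (adjusted p = 0.035 from edgeR's test), as clusters 17 and 24 leave the class and cluster 20 joins the cells compared with. The enrichment in neuron-like cells thus depends on the settings more than the others do.

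For dorsal against other early clusters at 16 hpa, 21 of 21 alternatives kept the call. The log2 fold change lay between 2.25 and 3.34 for those set beforehand, from 2.72 to 3.00 across the 3 fits that each left out one library, and between 2.04 and 2.57 for the 4 chosen later.

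The levels of *equinox* over all cells moved out of their counting intervals with cells under 10% mitochondrial UMIs: to 3.15 CPM at 0 hpa, 10.7 at 6 hpa, 11.0 and 23.5 at 16 hpa anterior-facing wounds (replicates 1 and 2) and 7.37 at the posterior-facing wound. Thinning to 500 UMIs, which weights all cells alike, gave 1.18, 8.15, 5.62, 11.4 and 3.59 in the same order. It left 3 *equinox* UMIs at 0 hpa and up to 39 in the others, and the 0 hpa interval (0.243 to 3.44) includes the value before thinning, so counting error limits this comparison. The order of 6 hpa and of replicate 1 at 16 hpa changed between these settings, within their intervals, and 0 hpa stayed lowest in both. After thinning, the 0 hpa interval overlapped those of replicate 1 at 16 hpa (2.69 to 10.3) and of the posterior-facing wound (1.55 to 7.07). It lay below those of 6 hpa (4.56 to 13.4) and of replicate 2 at 16 hpa (8.12 to 15.6). Co-detection of *equinox* and *bmp4* went from 1 to 0 cells after thinning, which leaves 71 *equinox* and 20 *bmp4* cells and therefore limits what can be seen.

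With at least 1000 UMIs per cell, the 6 hpa median of genes rose from 35.6 to 44.4% of the mean of the other libraries, and its mitochondrial median fell from 130 to 110% of theirs. This rule lowered the number of cells at 6 hpa (3681 to 3052) and raised it in the other 4 libraries, and the cause of the change was not tested. Along the epidermal lineage, the highest share over the sub-clusters fell from 15.8 to 1.72% after thinning and to 5.36% with at least 2 UMIs. The lowest share was 0% after thinning and with at least 2 UMIs, both of which lower detection by construction. It was also 0% with no rule on UMIs, a different clustering (0 of 429 cells), where the cause was not tested.

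Time points and wound sides could not be paired, because the conditions share fewer than 2 replicate numbers. The classes compared were paired within library, as both sums of a library enter the tests with the library as a block.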

Other observations

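The tests of free RNA in neuron-like cells were chosen only after the result was seen.

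The *equinox* UMIs of neuron-like cells were set against free RNA and doublets. Taking the share of free RNA from contig dd_Smed_v6_61_0, 2.10 UMIs (upper limit 3.65) would be brought to these cells, and 48 were observed. Of the neuron-like cells with an *equinox* UMI, 2.33% (1 of 43) held 5 epidermal contigs at 25% or more of the median of epidermal-lineage-like cells, against 0.634% (21 of 3314) of those without. These tests argue against free RNA as the whole cause, and against doublets with epidermal-lineage-like cells that are high in these contigs. Doublets with the others could be missed, as only 77.9% of epidermal-lineage-like cells reached this level themselves. In sub-cluster 4, with the highest *equinox* share, contig dd_Smed_v6_61_0, 1 of the 5, was at 1118 CPM, against 40043 in sub-cluster 3. Low expression in some neuron-like cells may remain as a hypothesis, with the limit that the names of the clusters change the test. Among the 5 neuron-like clusters, the share was highest in cluster 24 (3.92%, 12 of 306 cells, 20.9 CPM), in which 8 of 9 ciliated markers were raised beside the neuron markers. This cluster was singled out after its values were seen, and no biological explanation was tested for it.

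The 16 hpa anterior-facing library of control dsRNA had more *equinox* in epidermal-lineage-like cells than the library without RNAi. Over the 7 of 10 sub-clusters with at least 20 cells in both, given the same weights, the ratio was 1.5 (95% interval over 10000 Poisson draws, 1.21 to 1.89), so the mix of these 7 does not account for the difference within them. RNAi feeding and library cannot be told apart, with 1 library of each.

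In the clustering of all time points, the *bmp4*-dependent contigs were summed in the sub-clusters high in early contigs. They reached 107, 156 and 107 CPM in sub-clusters 2, 3 and 6, 47.6 in sub-cluster 5 and 17.1 in sub-cluster 1. Sub-cluster 7, which was not high in early contigs, had the highest sum of all sub-clusters, at 270 CPM. A high sum was therefore not specific to the early contigs' sub-clusters. The rule for dorsal clusters took sub-clusters 2, 3, 5 and 6, of which sub-cluster 5 had 3 cells at 0 hpa. At 0 hpa, *equinox* reached 3.18 CPM (exact 95% Poisson interval 1.95 to 4.92) in these and 0.322 (0.00814 to 1.79) in sub-cluster 1. At 6 hpa, 750 cells were in sub-cluster 5 and 5 in sub-cluster 1, so that the sides were not separated and no values are given.

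Within epidermal-lineage-like cells, 5 contigs rose and 3 fell by at least 4-fold in every 16 hpa library against 0 hpa, of 9963 with enough UMIs. Contigs dd_Smed_v6_158_0 and dd_Smed_v6_815_0 rose most, to between 55.6 and 89.0 and between 8.00 and 20.7 CPM, from 2.48 and 1.05 at 0 hpa. The level of dd_Smed_v6_158_0 in empty droplets rose as well, from 17.3 to between 112 and 137 CPM. That of dd_Smed_v6_815_0 in empty droplets rose from 54.8 to between 76.9 and 103 CPM. No explanation was tested for either contig. Contigs dd_Smed_v6_254_0 and dd_Smed_v6_66_0 fell most, from 6.86 and 7.72 CPM. These were among the leading contigs of an intestine-like cluster, and their level in empty droplets was at least 85.5 times higher at 0 hpa than in a 16 hpa library, in line with free RNA from other cells. Between wound sides at 16 hpa, 25 contigs were at least 4-fold higher in both anterior-facing libraries than in the posterior-facing one and 2 were lower, of 9865. Contigs dd_Smed_v6_574_0 (113 and 71.5 against 0.555 CPM) and dd_Smed_v6_644_0 (116 and 49.5 against 3.44) were higher by the largest folds, and dd_Smed_v6_11474_0 (2.69 and 1.23 against 16.7) and dd_Smed_v6_11802_0 (1.95 and 1.45 against 10.8) were lower. With 1 library at 0 hpa and 1 of posterior-facing wounds, these counts have no replicate check.

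The paper's methods state 10 mitochondrial genes and list 8 contigs. In the part of Supplementary Data 1 and 3 that was read, the log2 fold changes at 24 hpa were identical for 100% of the contigs with values in both, against 1.75 to 3.35% at the other time points. The human names differ between these tables, as given with the marker contigs above. No explanation was tested.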
